# circFKBP8(5S,6)-encoded protein promotes stress susceptibility in mice by down-regulating dopamine D3 receptor expression and its downstream AMPK/mTOR/ULK1 autophagy signaling

**DOI:** 10.1016/j.gendis.2025.101718

**Published:** 2025-06-18

**Authors:** Dandan Xu, Zihan Huang, Gaojia Zhang, Jiao Jiao, Yujia Cao, Mengyu Liu, Yan Kong, Zhijun Zhang

**Keywords:** Autophagy, circRNA-encoded protein, circRNAs, Dopamine D3 receptor, Major depressive disorder

## Abstract

Major depressive disorder (MDD) is a serious mental disorder, yet the mechanism by which circular RNAs (circRNAs) are involved in the pathogenesis of MDD by encoding proteins is unknown. Our previous study has shown that circFKBP8(5S,6) relies on its encoded protein, namely cFKBP8, to promote susceptibility to chronic unpredictable mild stress (CUMS) in mice, but the precise molecular mechanisms are unknown. Here we found that overexpression of circFKBP8(5S,6) or cFKBP8 in neurons of the prelimbic cortex (PrL) of CUMS mice down-regulated the expression levels of DRD3 and its downstream AMPK/ULK1 (Ser555) and AMPK/mTOR/ULK1 (Ser757) pathways, which resulted in down-regulation of neuronal autophagy levels. Interestingly, both the activation and overexpression of DRD3 ameliorated the exacerbation of depressive-like behaviors induced by circFKBP8(5S,6) or cFKBP8, activated both the AMPK/ULK1 (Ser555) pathway and the AMPK/mTOR/ULK1 (Ser757) pathway, and up-regulated neuronal autophagy levels. In conclusion, circFKBP8(5S,6) or cFKBP8 promotes susceptibility to CUMS in mice, at least in part, by down-regulating DRD3 expression and its downstream AMPK/mTOR/ULK1 signaling pathway-mediated neuronal autophagy.

## Introduction

Circular RNAs (circRNAs) are non-coding RNAs, covalently closed circular RNA molecules formed by back-splicing of precursor messenger RNAs (mRNAs) that are resistant to exonucleases and have higher stability *in vivo*.^1^^,^^2^ Therefore, they are ideal biomarkers and therapeutic targets or tools. circRNAs are widely expressed in mammalian tissues but highly enriched in the central nervous system.^3^ It is involved in various pathophysiological processes by interacting with DNA, RNA, or proteins to regulate transcription and translation.^4^ Recently, the involvement of circRNAs directly translated into peptides or proteins in the pathogenesis of human diseases has attracted extensive attention.^5^, ^6^, ^7^ Research has demonstrated the significance of circRNAs in the pathophysiological mechanisms underlying major depressive disorder (MDD).^8^^,^^9^ However, the function of protein-encoding circRNAs in MDD pathogenesis has not been fully elucidated.

MDD is a common mental disorder that ranks second in the global burden of human disease, affecting approximately 280 million people worldwide.^10^ It is considered a highly heterogeneous disorder triggered by a combination of genetic, environmental, biological, and psychological factors interacting with each other,^11^, ^12^, ^13^ and is usually accompanied by persistent depressive mood and anhedonia. However, its exact pathogenesis is unknown. In the clinic, MDD lacks objective biomarkers for diagnosis, and there are many side effects of drug therapy.^14^^,^^15^ Therefore, it is urgently needed to explore objective biomarkers and effective therapeutic targets.

Our previous study identified a differentially expressed circRNA, circFKBP8(5S,6), which is primate-specific, by whole transcriptome sequencing of peripheral blood from healthy controls and MDD patients.^16^ It was shown to encode a 127-amino-acid protein, cFKBP8, which was increased in both autopsy brain tissue and brain organoids of MDD patients. In addition, circFKBP8(5S,6) was up-regulated in plasma neuron-derived exosomes from MDD patients. Further overexpression of circFKBP8(5S,6) or cFKBP8 in mouse prelimbic cortex (PrL) promoted chronic unpredictable mild stress (CUMS) susceptibility possibly by interfering with glucocorticoid receptor entry.^17^

This study aims to identify the specific molecular mechanisms by which circFKBP8(5S,6) and its encoded protein, cFKBP8, are involved in the pathophysiological processes of MDD using a model animal of depression. Our study demonstrated that circFKBP8(5S,6) and its encoded protein cFKBP8 inhibited neuronal autophagy to promote stress susceptibility in mice by down-regulating the expression of dopamine D3 receptor (DRD3), which in turn modulates the downstream adenosine 5′-monophosphate-activated protein kinase (AMPK)/mammalian target of rapamycin (mTOR)/unc-51-like kinase 1 (ULK1) autophagy signaling pathway.

## Materials and methods

### Animals

Adult male C57BL/6J mice (6–8 weeks old) were purchased from GemPharmatech (Nanjing, China). All mice were housed in a specific pathogen-free animal facility with constant temperature and humidity, a 12 h light/12 h dark cycle, and free access to food and water. Mice were all randomly assigned to groups and underwent a 2-week acclimatization period before the experiment, during which they were handled twice a day. CUMS mice were raised in single cages, and control mice were raised in groups. All mice were deeply anesthetized at the end of the experiment by intraperitoneal injection of 1% sodium pentobarbital solution (70 mg/kg), and then the necks were broken to remove the brains. All experimental procedures followed the regulations of the Institutional Committee for the Care and Use of Animals of Southeastern University School of Medicine (Ethical Permission No. 20200607035).

### CUMS modeling

The CUMS model was established regarding the protocol in the previous study.^18^ Briefly, mice were individually housed and subjected to two randomized mild stressors daily for 5 weeks in the CUMS group and 2 weeks in the sCUMS (short CUMS) group. Five mice were housed per cage and did not receive any stressors in the control group. The stressor was a combination of the following: swimming in warm water at 45 °C for 5 min, swimming in cold water at 4 °C for 5 min, restraint for 2 h, cage shaking for 5 min, tail pinching for 1 min, tail suspension for 6 min, fasting or water fasting for 12 h, moist bedding for 12 h, night lighting for 12 h, tilting the cage for 10 h (at 45°), empty cages for 12 h, stroboscopic lighting for 12 h, and rat bedding for 24 h.

### Sucrose preference test (SPT)

The SPT was used to assess anhedonia in mice. Sucrose solution acclimatization was performed prior to testing, and each mouse was given two bottles of 1% sucrose solution to drink for 48 h. Subsequently, the mice were exposed to one bottle of 1% sucrose solution and one bottle of water for 2 h, and the positions of the two bottles were exchanged for 1 h during the testing. The consumption of sucrose solution and water was measured at the end of the experiment. Sucrose preference was calculated as percentage preference = (sucrose solution intake/total intake) × 100%. The experiment followed a blinded method.

### Forced swim test (FST)

The FST is a reliable method for assessing depression-like behavior in mice. Mice were placed in a clear glass cylinder (height: 25 cm; diameter: 16 cm) with a water level of 15 cm (23°C–25 °C) for 6 min, and only the last 4 min of immobility were recorded. Mice floating motionless on the surface of the water with only their heads exposed and no other activity were considered immobile. Each mouse was wrapped in a towel at the end of the test until its fur was dry and the water was replaced. Experiments were recorded and analyzed using the Any-maze animal behavior analysis system, and followed a blinded method.

### Tail suspension test (TST)

The TST is a widely used test to assess depressive-like behavior in mice. In this experiment, the mice were suspended 50 cm from the ground by tape, which was adhered 2 cm below the tip of the tail for 6 min, and the last 4 min of immobilization were assessed. The experiment was recorded and analyzed using the Any-Maze animal behavioral analysis system, and the blinding rule was followed.

### Stereotactic virus injection

After the mice went through the acclimatization period, they were driven under anesthesia with sevoflurane (Cat: LEG3923, FUJIFILM Wako Pure Chemical Corporation) at a concentration of 1.5 % flow rate of 1 L/min (R580 air anesthesia machine, RWD Life Science), and after testing for good anesthesia, the mice were fixed on a mouse brain stereotaxic apparatus with a digital display (Cat: 68516, RWD Life Science). Body temperature was maintained with heating pads, and eyes were kept moist throughout the surgery. A minimally invasive craniotomy is then performed. Mice were randomly selected and, depending on the grouping, 1 or 2 of the following viruses, vehicle (rAAV-hSyn-bGH-polyA-CMV-EGFP, AAV/9, tilter: 3.00E+12), oe-circ (rAAV-hSyn-circMDD-bGH-polyA-CMV-EGFP, AAV/9, tilter: 2.67E+12), oe-pep (rAAV-hSyn-peptide-3 × Flag-P2A-EGFP-hGH-polyA, AAV/9, tilter: 3.39E+12), and oe-DRD3 (rAAV-hSyn-mDRD3-P2A-mCherry, AAV/9, tilter: 3.35E+12), were injected into bilateral PrL (AP = 1.9 mm; ML = ±0.3 mm; DV = −2.5 mm). The virus was purchased from Brain VTA Technology Co., Ltd. (Wuhan, China). The injection rate was kept at 15 nL/min, and the unilateral injection volume was 300 nL or 600 nL. The injection needle was kept still for 10 min after the injection and then was slowly withdrawn. Table S2 provides the sequence details of the viral vectors.

### Drug administration

To confirm whether activation of DRD3 signaling has a therapeutic effect on the exacerbation of depressive-like behavior in mice induced by circFKBP8(5S,6) or its encoded protein cFKBP8, cariprazine (Cat: HY-14763, MedChemExpress, USA) was dissolved in DMSO and sterile saline, and intraperitoneally injected at a dose of 0.2 mg/kg twice a day starting in the third week of CUMS until the end of modeling. Cariprazine is a partial agonist of dopamine D2 and D3 receptors with high affinity and selectivity for dopamine D3 receptors.^19^ The choice of dose was consistent with previous reports.^20^

### RNA sequencing and analysis

After mice were decapitated, PrL brain tissue was quickly stripped on ice, then thrown into liquid nitrogen for quick freezing, and transferred to a −80 °C refrigerator. RNA was extracted and subjected to quality control. RNA sequencing was performed by Shanghai Genechem Co., Ltd. The raw data were first background calibrated and normalized using the Robust Multi-Array Average (RMA) method with the R package “limma”. Next, the “Hmisc” package was used to identify the missing values. Finally, the differentially expressed genes (DEGs) were acquired using the “limma” package. Genes with |log_2_ fold change| >1 and *P* < 0.05 were regarded as the threshold for DEGs. Volcanic mapping of DEGs was drawn using the R package “ggplot2”.

### Gene Ontology and Kyoto Encyclopedia of Genes and Genomes analysis

The Gene Ontology (GO) is an internationally standardized gene function classification system consisting of biological processes (BP), molecular functions (MF), and cellular components (CC). GO analyzes potential targets of DEGs, and the Kyoto Encyclopedia of Genes and Genomes (KEGG) analyzes their enrichment pathways. Enrichment analysis was performed using the enrichGO and enrichKEGG functions in the R studio package “clusterProfiler”, and the “ggplot2” package was used to visualize the enrichment results. *P*-values < 0.05 were considered statistically significant.

### Total RNA extraction and quantitative reverse transcription PCR

Total RNA extraction and quality determination of PrL tissues were performed according to the manufacturer’s instructions. RNAs of qualified quality were reverse transcribed according to the procedure of HiScript III 1st Strand cDNA Synthesis Kit (+gDNA wiper) (Cat: R312-01, Vazyme). The obtained cDNAs were subjected to real-time fluorescence quantitative PCR using ChamQ SYBR qPCR Master Mix (Cat: Q341-02, Vazyme) on an ABI 7300 Real-Time PCR instrument. The primer sequences used were as follows: DRD3, CCTCTGAGCCAGATAAGCAGC/CCTCTGAGCCAGATAAGCAGC; GAPDH, GGTTGTCTCCTGCGACTTCA/TGGTCCAGGGTTTCTTACTCC. The primers were biosynthesized by GENEWIZ Co., Ltd. The relative expression of genes was calculated using the 2^−ΔΔCT^ method.

### Western blotting assay

The total protein of PrL tissues was lysed and extracted using a RIPA lysis buffer (Cat: P0013B, Beyotime) containing protease and phosphatase inhibitors (Cat: P1048, Beyotime). Protein concentrations were measured using Pierce™ BCA Protein Assay Kits (Cat: 23225, Thermo Fisher Scientific). Proteins were first separated by 4%–20% SDS-PAGE and transferred to a PVDF membrane, which was then blocked with 5% skimmed milk prepared in Tris-buffered saline solution containing 0.1% Tween 20 at room temperature for 1 h. Then, the membranes were incubated at 4 °C overnight with the primary antibodies. The next day, the bands were imaged with the FDBio Dual-ECL Kit (Cat: FD8020, FuDe Biological Technology) and a Tanon 3500 Gel Imaging System after incubating the membranes with goat anti-rabbit secondary antibody or goat anti-mouse secondary antibody at room temperature for 1 h. The grayscale intensities of protein bands were measured using the ImageJ software. Detailed antibody information is provided in Table S1.

### Slice preparation

After the behavioral assessment was completed, the heart was perfused apically with phosphate-buffered saline solution until the effluent was clarified, followed by perfusion fixation in 4% paraformaldehyde (Cat: P0099, Beyotime). Next, the brains were removed and fixed in 4% paraformaldehyde for 2 days before being immersed in 30% sucrose solution. Finally, after embedding the tissue with optimal cutting temperature compound (OCT) (Cat: 4583, SAKURA), 30 μm sections were obtained with a frozen sectioning machine from Thermo Scientific.

### Immunofluorescence

Brain slices were placed in well plates and permeabilized with 0.3% Triton X-100 (Cat: ST795, Beyotime) for 15 min, then blocked with 5% goat serum (Cat: ZLI-9021, Zhongshan Golden Bridge Biotechnology) at room temperature for 1 h, and incubated at 4 °C overnight with primary antibody. The slices were washed repeatedly in a shaker and then incubated with a suitable fluorescent secondary antibody at room temperature for 1 h, and then stained with DAPI (Cat: AB104139, Abcam), and the images were acquired under an Olympus FV3000 confocal microscope. The mean intensity of fluorescence was measured using ImageJ software. Detailed information about the antibodies is provided in Table S1.

### Statistical analysis

GraphPad Prism 9.5 (GraphPad Software, Inc., La Jolla, CA, USA) was used to analyze data, and data were expressed as mean ± standard error of the mean. One-way analysis of variance (ANOVA) followed by Tukey’s post-hoc tests was used for multi-group comparisons. All data are available from at least three independent experiments. *P*-values < 0.05 were considered statistically significant.

## Results

### Identification of potential targets of circFKBP8(5S,6) or its encoded protein cFKBP8 by RNA sequencing

In a previous study,^17^ we explored the effects of circFKBP8(5S,6) on depressive-like behavior in mice by injecting recombinant adeno-associated viruses (rAAV) into the PrL of mice to achieve overexpression of circFKBP8(5S,6) or cFKBP8 in neurons. 

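The data were 3 RNA-seq libraries of PrL tissue, 1 each from the CUMS vehicle group, the CUMS oe-circ group and the CUMS oe-pep group. CUMS exposes mice to a changing series of mild stressors, here over 5 weeks, and all 3 groups underwent it. Libraries were made with a strand-specific mRNA kit. The submitters' processing notes name cutadapt 2.5, HISAT2 2.1.0 and featureCounts 1.6.3, with the mm10 mouse genome. The authors deposited the gene length and the FPKM, the number of fragments scaled by gene length and by mapped reads, of 54532 annotated genes. FPKM multiplied by gene length was a whole multiple of a single step in each library, within 0.01 read for all genes, so the reads behind each value could be recovered. The recovered reads in genes numbered 18084058 in the CUMS vehicle library, 14413544 in the CUMS oe-circ library and 16410635 in the CUMS oe-pep library. At these depths, 1 read in a gene of 1 kilobase was worth an FPKM of 0.0540, 0.0687 and 0.0597, in the same order. Genes with at least 1 read numbered 24119, 22667 and 23329. Mitochondrial genes held 17.0%, 16.4% and 17.0% of the summed FPKM, and hemoglobin genes, a sign of blood in the tissue, held 0.0965%, 0.109% and 0.140%.
Fold changes were computed on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. They covered the 20203 genes with a mean FPKM of at least 0.1, of which 5652 had a mean of fewer than 20 reads. A change of more than 2-fold was counted by its size alone. With 1 library per group, no difference had a replicate check and no test of the groups was possible. Intervals given with a ratio are exact 95% intervals from the reads of each library pair. They compare libraries, not groups, and cover counting error only. Where a library had 0 reads of a gene, a floor of 3 reads in its place gave a fold, which leaves out counting error in the other library. The 30 gene lists were fixed before the data were examined, but after Tables S3 and S4 had been read. These tables hold genes selected for their change in these libraries, so leaving out their members draws the median of a changed list toward 0 by construction, and a median near 0 without them is no evidence against a change. The median log2 fold change of a list was ranked among 10000 random lists of the same size, matched on mean expression, as a description of these libraries. Of the 30 lists, 7 stood above and 10 below the central 95% of random lists in oe-circ, and 8 and 6 in oe-pep. Members of a list can move together, which random lists do not reproduce, so an extreme rank was common and is weak evidence for a single list.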

Then, at the end of the 5-week CUMS, tissue was extracted from the PrL brain region for RNA sequencing (Fig. 1A, B). The role of circFKBP8(5S,6) in promoting CUMS susceptibility and exacerbating depressive-like behavior in mice was shown to be dependent on the translational capacity of circFKBP8(5S,6)^17^. These findings have been consistently replicated in our subsequent validation studies. In detail (Fig. S1), the mice overexpressing circFKBP8(5S,6) or cFKBP8 did not show statistically significant differences in behavioral tests such as the SPT, TST, and FST in the absence of CUMS. However, after 5-week CUMS, overexpression of circFKBP8(5S,6) or cFKBP8 induced more severe depressive-like behaviors, including decreased sucrose preference and prolonged immobility time in the TST and FST. We then analyzed the DEGs of the sequencing data for analytical identification. First, we analyzed the circFKBP8(5S,6) overexpression group (CUMS oe-circ group) and the cFKBP8 overexpression group (CUMS oe-pep group) in comparison with the injected control virus group (CUMS vehicle group). As shown in the volcano plot of Figure 1C, our project detected 520 significant DEGs in the CUMS oe-circ group compared with the CUMS vehicle group (|log_2_ fold change| > 1, *P* < 0.05), of which 136 genes were significantly up-regulated and 384 genes were significantly down-regulated (Table S3). 

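Genes of striatal projection neurons and of basal forebrain cholinergic neurons were lower in the CUMS oe-circ library than in the CUMS vehicle library. Of 49 striatal genes, 28 were more than 2-fold lower and 0 were higher, with a median log2 fold change of −1.20, below all of the matched random lists. Penk, the precursor of the enkephalins, had an FPKM of 241 in the CUMS vehicle library and 65.5 in the CUMS oe-circ library, the adenosine receptor gene Adora2a 32.9 and 7.83, and Ppp1r1b, which encodes the phosphoprotein DARPP, 153 and 57.4. Of 22 cholinergic genes, 15 were more than 2-fold lower and 0 higher (median −2.01). Chat, which encodes the enzyme that makes acetylcholine, had 190 reads in the CUMS vehicle library and 24 in the CUMS oe-circ library, a 6.22-fold lower FPKM (interval 4.06 to 9.96). Higher values were found in 27 genes of meninges and fibroblasts (median 0.42, 6 genes more than 2-fold higher and 0 lower), such as Ogn at 3.01-fold (2.18 to 4.2). The 13 genes of immunoglobulins and lymphocytes had a median of 0.77, with 6 more than 2-fold higher. The 39 genes of excitatory cortical neurons had a median of 0.20, above all of the matched random lists, with 13 of them below 0, 0 more than 2-fold higher and 1 lower.
Gapdh, a glycolysis gene (chromosome 6, 125161715 to 125166467, mm10), was among the 10 largest falls by rank, with an FPKM of 30.1 in the CUMS vehicle library and 0.865 in the CUMS oe-circ library (34.8-fold lower, 26.5 to 46.7). Its transcript has 27 near-identical copies elsewhere in the genome, so its value is uncertain. The other 9 of those genes had at most 7 reads in any library. In all, 707 genes were more than 2-fold higher and 1297 lower, where counting error alone gave a mean of 565 and 618 in 100 simulations of unchanged libraries. Among the 14559 genes with a mean of at least 20 reads, a limit chosen after seeing the data, 48 were higher and 151 lower, where counting error alone gave 3.37 and 4.72. If unchanged libraries are assumed to vary by 20% as well, the simulated numbers are 788 and 850 over all genes. The lower genes exceed them and the higher do not. With at least 20 reads they are 146 and 155, which neither exceeds. The 48 lie below the whole range of those simulations (118 to 175) and the 151 within theirs (119 to 188). An assumed 20% is thus more variation than the higher genes show, while the number of lower genes cannot be told apart from it. Since 20% is an assumption, not exceeding it is no evidence against a change. Of the striatal and cholinergic lists, 28 and 15 members stand in Table S3, which was drawn from these libraries, so they are not independent of it. The cholinergic genes outside the table had a median of −0.25 (percentile 1.81). The copy of Table S3 used here holds all but 1 of the 520 genes. All of those held had the same direction in the FPKM, and 458 passed 2-fold on the scale used here.

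**Figure D1:**
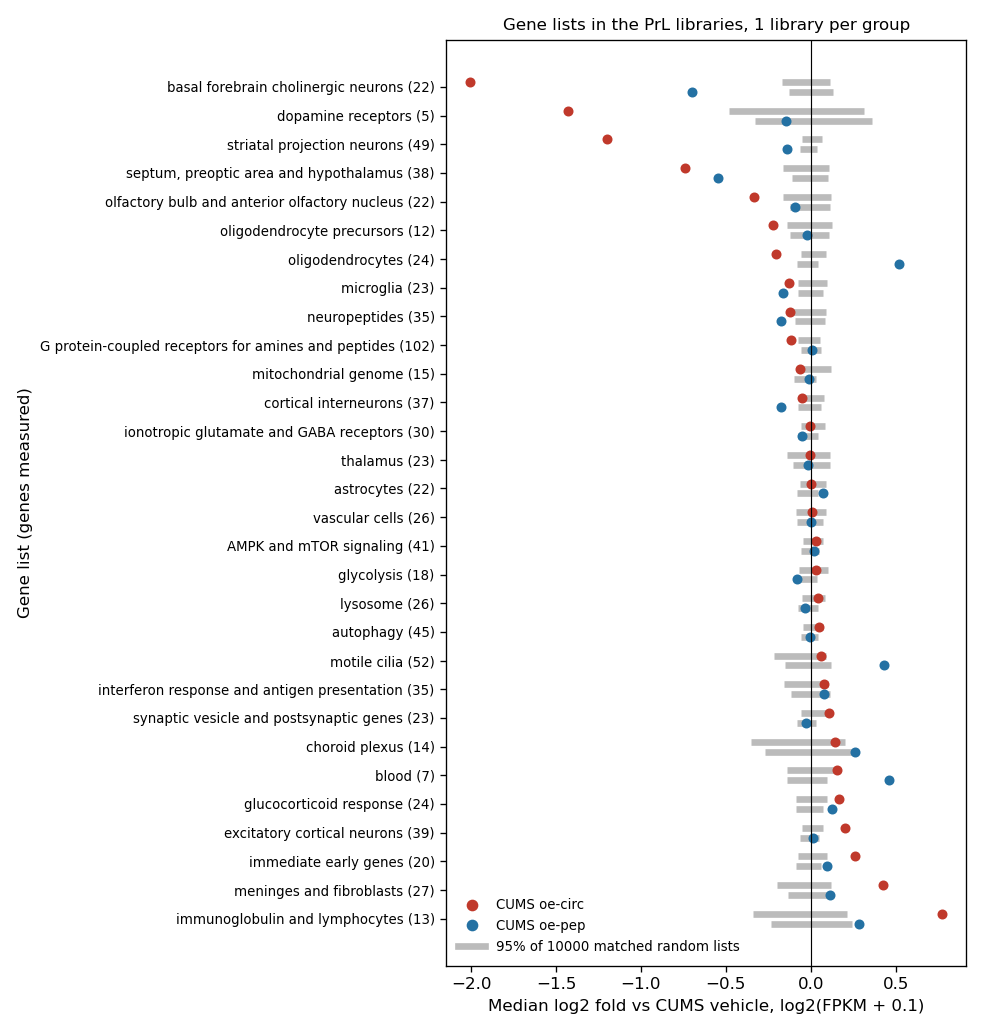
Median log2 fold change of each of the 30 gene lists against the CUMS vehicle library (horizontal axis, log2(FPKM + 0.1) scale), with the number of genes measured in brackets. Red points are the CUMS oe-circ library, blue points the CUMS oe-pep library, and gray bars span 95% of 10000 matched random lists, so that the cholinergic list at −2.01 and the striatal list at −1.20 in red stand left of their bars.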

Next, we performed GO enrichment analysis and KEGG pathway analysis on these 520 significant DEGs. Figure 1D shows the top 20 overall results from the analysis of GO enrichment, in which locomotory behavior, regulation of hormone secretion, and the G protein-coupled receptor (GPCR) signaling pathway were related to central nervous system function and behavioral regulation. 

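Neuropeptide precursor genes were lower in part in the CUMS oe-circ library. Of 35 measured, 12 were more than 2-fold lower and 1 was higher, and the median log2 fold change was −0.12 (percentile 2.41 of matched random lists). Tac1, the precursor of substance P, was 2.89-fold lower (2.59 to 3.23), Pdyn, the precursor of the dynorphins, 2.34-fold lower (2.12 to 2.59), and Cartpt, which encodes the peptide CART, 4.92-fold lower (3.54 to 6.99). Trh, the precursor of thyrotropin-releasing hormone, had 46 reads in the CUMS vehicle library and 8 in the CUMS oe-circ library. The gene above 2-fold was Ucn, with 0 and 5 reads. Some of the 12 lower genes also rested on few reads, such as Pmch (5 and 1), Npw (4 and 1) and Nppa (2 and 0). Among peptides of cortical interneurons, the log2 fold change was 0.81 for Vip, 0.38 for Cck, 0.03 for Npy and −0.21 for Sst. Genes of the septum, preoptic area and hypothalamus, where many of these hormones are made, were lower in the same library (16 of 38 more than 2-fold lower, 0 higher, median −0.74). Striatal genes were lower there too (28 of 49 more than 2-fold lower, 0 higher, median −1.20), and which region the peptide genes follow was not tested. Of the 35 neuropeptide genes, 9 stand in Table S3, and the median of the other 26 was 0.03.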

KEGG pathway enrichment analysis revealed that neuroactive ligand–receptor interaction was the pathway most enriched for DEGs (Fig. 1E), which coincidentally corresponded to the GPCR signaling pathway and neuropeptide signaling pathway on the GO enrichment analysis items. 

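Receptor genes for amines and peptides were lower in part in the CUMS oe-circ library. Of 102 G protein-coupled receptor genes, 19 were more than 2-fold lower and 0 were higher, with a median log2 fold change of −0.11 (percentile 0.23). Among them, the serotonin receptor gene Htr2c had a log2 fold change of −1.23, the kappa opioid receptor gene Oprk1 −1.27, and the tachykinin receptor genes Tacr1 and Tacr3 −1.58 and −2.13. None of 30 ionotropic glutamate and GABA receptor genes passed 2-fold (median −0.01). In the Reactome pathway database, the set of GPCR ligand binding had 39 of 231 genes more than 2-fold lower and 4 higher (median −0.09, percentile 0.08). Its subset of peptide receptors had 24 of 114 lower and 4 higher (−0.14, percentile 0.11), its class A subset 36 of 188 lower and 4 higher (−0.10, percentile 0.16), and its amine receptors 8 of 32 lower and 0 higher (−0.09, percentile 4.10, inside the central 95%). With a mean FPKM of at least 1, 1 of the Reactome sets stood below the central 95% of random lists. Without members of Tables S3 and S4, 0 did, an outcome favored in advance because that step removes genes selected for their change. Striatal genes moved with these receptors, and the striatal members outside Table S3 had a median of −0.59, below all matched random lists. Of the 102 receptor genes, 21 stand in Table S3, and the median of the other 81 was −0.00 (percentile 51.2). With a mean FPKM of at least 1, the median of the receptor list was 0.03.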

Then, we analyzed and compared the CUMS oe-pep group with the CUMS vehicle group (|log_2_ fold change| > 1, *P* < 0.05), and the volcano plot of Figure 1F showed a total of 537 DEGs, including 250 significantly up-regulated genes and 287 significantly down-regulated genes (Table S3). 

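Genes of motile cilia and of myelin were higher in the CUMS oe-pep library, and genes of basal forebrain, septum and hypothalamus were lower. Of 52 motile cilia genes, 10 were more than 2-fold higher than in the CUMS vehicle library and 0 were lower (median log2 fold change 0.43, above all matched random lists). Foxj1, the transcription factor of motile cilia, had 96 reads in the CUMS vehicle library and 199 in the CUMS oe-pep library (2.29-fold higher, 1.79 to 2.95), and Ccdc153 25 and 88 (3.89-fold, 2.47 to 6.33). The 24 genes of oligodendrocytes, the myelin-forming cells, had a median of 0.52 with none beyond 2-fold, such as Mbp with an FPKM of 314 and 489. Of 38 genes of the septum, preoptic area and hypothalamus, 13 were more than 2-fold lower and 1 was higher (median −0.55). Of the 22 cholinergic genes, 8 were lower and 0 higher (−0.70), whereas 2 of the 49 striatal genes were lower and 0 higher (−0.14). The striatal median was small but below all matched random lists.
Sumo2, which encodes a small ubiquitin-like modifier, had 273 and 1020 reads (4.13-fold higher, 3.61 to 4.74), and Gm10241, a near-identical copy of it, had 548 and 120. Srp54b, of the signal recognition particle, had 318 and 44 reads (6.54-fold lower, 4.76 to 9.18), with near-identical copies in Srp54a and Srp54c. Gapdh had 2302 and 804 reads (2.59-fold lower, 2.39 to 2.81). The 10 largest rises and the 10 largest falls by rank all had fewer than 20 reads in every library. In all, 917 genes were more than 2-fold higher and 995 lower, where counting error alone gave a mean of 542 and 564. With a mean of at least 20 reads, these numbers were 53 and 56, against 2.30 and 3.22. With the assumed variation of 20%, the simulated numbers are 765 and 788 over all genes, which both exceed, and 142 and 148 with at least 20 reads, which neither exceeds. The 53 and 56 lie below the whole ranges of those simulations (113 to 180 and 111 to 179). An assumed 20% is thus more variation than these genes show, and not exceeding it is no evidence against a change. All 537 genes of Table S3 for this comparison had the same direction in the FPKM, and 448 passed 2-fold. The table was drawn from these libraries and holds 18 of the 52 cilia genes, and the other cilia genes had a median of 0.24 (percentile 99.5). Cholinergic genes outside the table had a median of −0.08 (percentile 20.3).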

As shown in Figure 1G, 537 DEGs were enriched for import into cells, hormone transport, and hormone secretion by total GO enrichment analysis. 

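Hormone precursor genes were lower by their median in the CUMS oe-pep library, and a hormone carrier of the choroid plexus was higher. Among the 35 neuropeptide genes, 4 were more than 2-fold lower and 2 higher, with a median log2 fold change of −0.17 (percentile 0.04). The 2 higher genes were Nppa (2 and 6 reads) and Ghrh (1 and 4), and the lower genes included Pmch (5 and 1). Cartpt was 3.97-fold lower (2.99 to 5.34), and Pdyn and Tac1 were 1.88-fold (1.73 to 2.06) and 1.69-fold lower (1.56 to 1.84). Crh, the precursor of corticotropin-releasing hormone, had a log2 fold change of −0.50 with 153 and 97 reads, and Pomc, the precursor of ACTH, 0.84 with 26 and 44 reads. Ttr, which encodes transthyretin, the thyroid hormone carrier made in the choroid plexus, had an FPKM of 6.87 in the CUMS vehicle library and 19.5 in the CUMS oe-pep library (2.83-fold higher, 2.35 to 3.43). The 14 genes of the choroid plexus had a median of 0.26 (percentile 97.9), with 3 higher and 1 lower, and those outside Table S3 a median of 0.08 (percentile 75.3). Genes of the septum, preoptic area and hypothalamus that are not in Table S3 had a median of −0.28 (percentile 0.04). Neuropeptide genes outside that table had a median of −0.04 (percentile 24.3).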

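Fewer receptor genes for amines and peptides passed 2-fold in the CUMS oe-pep library, 3 of 102 lower and 1 higher, than in the CUMS oe-circ library, although the difference between these numbers was not tested. Their median log2 fold change was 0.01 (percentile 61.5). The lower genes included the dopamine receptor gene Drd3, the somatostatin receptor gene Sstr5 and the adrenergic receptor gene Adra2b (31 reads in the CUMS vehicle library and 7 in the CUMS oe-pep library). Rxfp2, a receptor gene for an insulin-like peptide, was the higher one, with 8 and 27 reads. The neuropeptide Y receptor gene Npy2r had a log2 fold change of −0.99 and Htr2c −0.72, while Adora2a had −0.19. The Reactome set of GPCR ligand binding had 13 of 231 genes more than 2-fold lower and 11 higher (median −0.02, percentile 22.4). Peptide receptors had 10 of 114 lower and 9 higher (−0.09, percentile 0.39), class A receptors 13 of 188 lower and 10 higher (−0.04), and amine receptors 2 of 32 lower and 0 higher (0.01). The ionotropic receptor genes had a median of −0.05, with 1 of 30 more than 2-fold lower. Without the members that stand in Tables S3 and S4, the peptide receptor set had a median of 0.02.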

Interestingly, KEGG pathway enrichment analysis showed that the DEGs induced by cFKBP8 overexpression were also most significantly enriched in the neuroactive ligand–receptor interaction pathway (Fig. 1H), which is the same as the top 1 pathway analyzed by KEGG pathway enrichment in the circFKBP8(5S,6) overexpression group.

**Figure 1:**
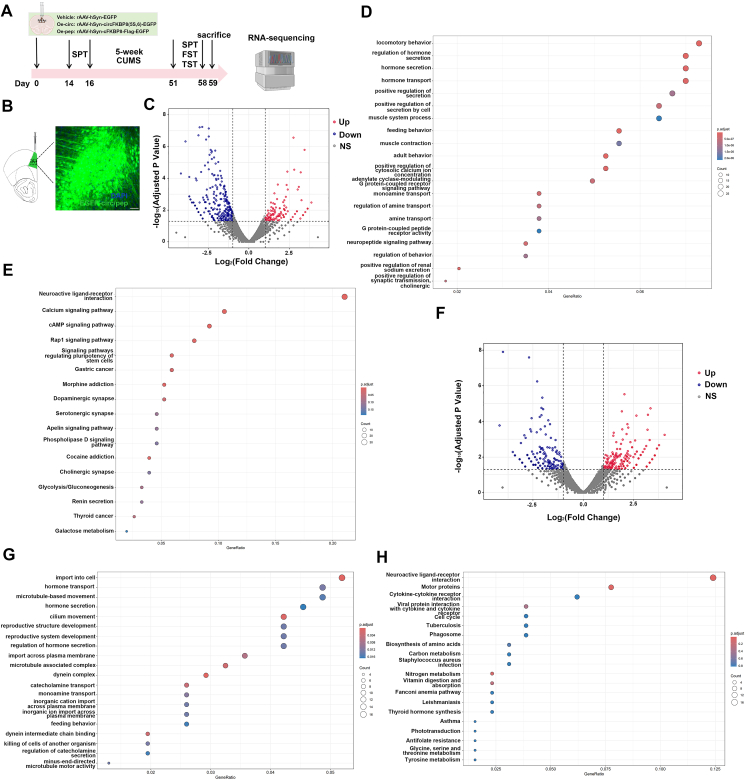
Analysis of DEGs and their functions in PrL after overexpression of circFKBP8(5S,6) or its encoded protein cFKBP8 in CUMS mice. **(A)** Schedule of experimental design and RNA sequencing. **(B)** Representative images showing EGFP expression in the PrL. Scale bar = 50 μm. **(C)** Volcano plot of DEGs after overexpression of circFKBP8(5S,6). **(D)** Bubble diagram of the total analysis of GO enrichment for DEGs after overexpression of circFKBP8(5S,6). **(E)** Bubble chart of KEGG pathway enrichment analysis of DEGs after overexpression of circFKBP8(5S,6). **(F)** Volcano plot of DEGs after overexpression of cFKBP8. **(G)** Bubble graph of overall GO enrichment analysis for DEGs after overexpression of cFKBP8. **(H)** Mapping of the RNA-sequencing data to the KEGG pathway after overexpression of cFKBP8. In the volcano plot, red color intensity signifies up-regulation of gene expression, and blue signifies down-regulation. In the bubble plots of GO enrichment and KEGG enrichment analyses, the size of the dots represents the number of genes, and the color of the dots represents the corrected *P*-value. DEGs, differentially expressed genes; PrL, prelimbic cortex; CUMS, chronic unpredictable mild stress.

Overexpression of circFKBP8(5S,6) or its encoded protein cFKBP8 down-regulated DRD3 expression and its downstream AMPK/mTOR/ULK1 pathway in PrL of CUMS mice.

Since it has been demonstrated in previous studies that circFKBP8(5S,6) regulation of depressive-like behavior in mice is dependent on its encoded protein cFKBP8,^17^ we took the intersection of DEGs regulated by circFKBP8(5S,6) and cFKBP8. The Venn diagram showed 117 genes that were co-regulated by circFKBP8(5S,6) and cFKBP8 (Fig. 2A and Table S4). 

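Genes lower in both overexpression libraries included single members of the cholinergic and septal lists, given here as examples chosen after their values had been seen. Dlk1, which encodes a Notch-type ligand, had 444 reads in the CUMS vehicle library, 45 in the CUMS oe-circ library and 82 in the CUMS oe-pep library (7.76-fold and 4.90-fold lower). Ngfr, the low-affinity neurotrophin receptor gene, had 192, 31 and 41 reads, Baiap3 622, 75 and 178, and the orphan receptor gene Gpr101 140, 6 and 30. Of the 117 genes of Table S4, 73 were more than 2-fold lower in both libraries on the scale used here, 25 were higher in both, 17 did not pass 2-fold in both, and 2 went in opposite directions. These 2 were Gm14434 (9, 89 and 1 reads in the CUMS vehicle, oe-circ and oe-pep libraries) and Ccl21c (10, 1 and 25 reads). Of the 117, 22 belong to the striatal, cholinergic or septal lists, and 20 of these were lower in both. Those lists were written after Table S4 had been read, so these numbers are a description and no test of an excess. Fewer than 20 reads in every library were found for 52 of the 117.
Over the 20203 genes, 277 were more than 2-fold higher and 490 lower in both comparisons, and 113 went in opposite directions. Both comparisons use the same CUMS vehicle library, and unchanged libraries simulated against it shared 258 higher and 190 lower genes by counting error alone. Independent lists of these sizes would share 32.1 and 63.9. With a mean of at least 20 reads, 10 genes were higher and 25 lower in both, against 0.53 and 0.10 simulated and 0.175 and 0.581 for independent lists. If unchanged libraries are assumed to vary by 20% as well, the simulated numbers are 319 higher and 232 lower over all genes and 29.5 higher and 12.9 lower with at least 20 reads, so the higher genes do not exceed them. With at least 20 reads, the 10 higher genes lie below the simulated range (19 to 44), so 20% is too large an assumption for them. Part of any excess may come from the shared library, which cannot be divided. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had Pearson's r of 0.46 (simulated 0.46 by counting error alone and 0.47 with the assumed variation), Spearman's rho of 0.38 (0.39 and 0.45) and a covariance of 0.238 (0.142 and 0.211). With at least 20 reads the covariance was 0.0397, against 0.0114 by counting error alone and 0.0898 with the assumed variation, which it does not exceed. It lies below the range of the latter (0.0864 to 0.0937), so the comparison with the assumed variation decides nothing here.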

We therefore screened DEGs co-regulated by circFKBP8(5S,6) and cFKBP8 from the neuroactive ligand–receptor interaction pathway. DRD3 caught our attention, which ranked first in the cFKBP8 overexpression group and second in the circFKBP8(5S,6) overexpression group and was significantly down-regulated (Fig. 2B, C). 

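Drd3, the gene of the dopamine D3 receptor, was lower in both overexpression libraries at a low read depth. It lies on chromosome 16 of mm10 from 43754026 to 43822932, on the plus strand, with annotated transcripts of 8 exons (1712 bases, 1434 of them coding) and 7 exons (1455 bases, 1338 coding). Its FPKM was 1.07 in the CUMS vehicle library (34 reads, exact Poisson interval 0.743 to 1.50), 0.0803 in the CUMS oe-circ library (2 reads, 0.00972 to 0.290) and 0.174 in the CUMS oe-pep library (5 reads, 0.0566 to 0.407). This was 13.4-fold lower (3.43 to 115) in the CUMS oe-circ library and 6.15-fold lower (2.39 to 20.2) in the CUMS oe-pep library. The overexpression libraries could not be separated at this depth (ratio of oe-circ to oe-pep 0.460, 0.0438 to 2.81). The log2 fold changes were −2.70 and −2.10, and −0.94 and −0.82 with a pseudocount of 1, which no longer passes 2-fold. That pseudocount is about as large as the CUMS vehicle FPKM of 1.07, so even a near-total loss could hardly pass 2-fold there.
The other dopamine receptor genes went different ways. Drd1 was 2.72-fold lower (2.41 to 3.07) in the CUMS oe-circ library and 1.11-fold lower (1.02 to 1.21) in the CUMS oe-pep library. Drd2 was 3.30-fold lower (2.88 to 3.80) in the CUMS oe-circ library, and its ratio to the CUMS vehicle library was 1.00 (0.917 to 1.09) in the CUMS oe-pep library. Drd1, Drd2 and Drd3 are also expressed by striatal neurons, and the striatal gene list had a median FPKM ratio to the CUMS vehicle library of 0.434 in the CUMS oe-circ library and 0.908 in the CUMS oe-pep library. Drd4 had 7, 14 and 12 reads and Drd5 41, 35 and 23 in the CUMS vehicle, oe-circ and oe-pep libraries. The 5 receptor genes together had a median log2 fold change of −1.43 and −0.15 in the oe-circ and oe-pep comparisons.
Of the other genes of Fig. 2B and C, the neuropeptide gene Nts was 8.35-fold (4.72 to 16.1) and 2.55-fold lower (1.83 to 3.61) in the CUMS oe-circ and oe-pep libraries. Agt, the angiotensin precursor, was 2.11-fold and 2.03-fold lower, the purinergic receptor gene P2ry1 4.03-fold and 2.03-fold, Sstr5 3.93-fold and 3.77-fold, and the lysophosphatidic acid receptor gene Lpar2 3.46-fold and 3.32-fold lower. Calcr, the calcitonin receptor gene, had 16, 1 and 3 reads (12.6-fold lower, 1.95 to 528, and 4.83-fold lower, 1.38 to 25.9). Gal, the galanin precursor, had 11, 0 and 0 reads, and the cholecystokinin receptor gene Cckar had 8, 0 and 0 reads. With the floor of 3 reads in place of 0, Gal was 2.88-fold and 3.32-fold lower and Cckar 2.1-fold and 2.41-fold. These folds leave out counting error in the CUMS vehicle reads and are not lower limits. In the paper's Table S3, Drd3 had the smallest P of these genes in the oe-pep comparison (3.72e-04) and the smallest after Nts in the oe-circ comparison (8.10e-05). Table S3 gives 1 normalized count per group, which follows the reads of 1 library, so its P values measure no spread between replicates. From the intersection of the DEGs in the neuroactive ligand–receptor interaction pathway, and the rank of DRD3 among them, the paper took DRD3 forward to measure its mRNA and protein in each group.

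**Figure D2:**
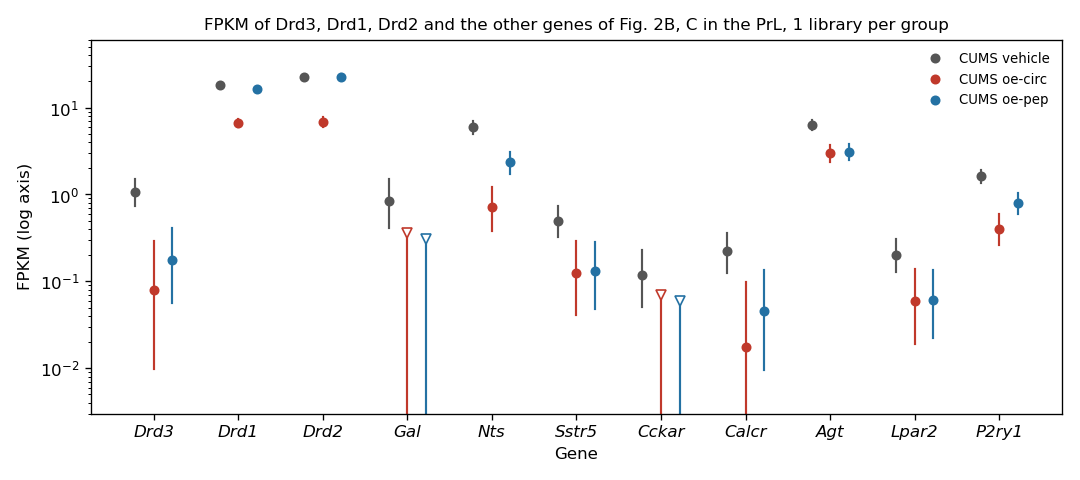
FPKM (vertical log axis) of Drd3, Drd1, Drd2 and the other genes of Fig. 2B and C in the CUMS vehicle (gray), CUMS oe-circ (red) and CUMS oe-pep (blue) libraries, with exact 95% Poisson intervals as bars and open triangles at the upper limit where a library had 0 reads. Drd3 stands at 1.07, 0.0803 and 0.174, and Drd2 is lower in red than in gray or blue.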

Then, we employed western blotting and quantitative reverse transcription PCR to ascertain the DRD3 mRNA and protein expression levels in each group. As shown in Figure 2D–H, overexpression of circFKBP8(5S,6) or cFKBP8 did not affect DRD3 mRNA levels and protein levels in mice without CUMS. In contrast, mRNA and protein levels of DRD3 were significantly decreased in CUMS vehicle mice compared with controls, and interestingly, this change was further exacerbated in CUMS oe-circ mice and CUMS oe-pep mice. The combined DRD3 immunofluorescence results demonstrated that overexpression of circFKBP8(5S,6) or cFKBP8 reduced DRD3 expression in PrL neurons of CUMS mice. We next detected AMPK/mTOR/ULK1 autophagy signaling downstream of DRD3.^21^ Successful translation or overexpression of circFKBP8(5S,6) as well as cFKBP8 was first verified by western blotting (Fig. 2I). As shown in Figure 2J–N, overexpression of circFKBP8(5S,6) or cFKBP8 did not cause changes in the phosphorylation levels of AMPK/mTOR/ULK1 pathway-related proteins in mice without CUMS. Compared with the control group, the levels of p-AMPK and p-ULK1 (Ser555) were significantly decreased and the levels of p-mTOR and p-ULK1 (Ser757) were markedly increased in the CUMS vehicle group, which were further aggravated by overexpression of circFKBP8(5S,6) or cFKBP8. However, the level of p-ULK1 (Ser317) had no significant impact on the groups. Thus, the findings imply that overexpression of circFKBP8(5S,6) or its encoded protein cFKBP8 down-regulated the expression levels of neuronal DRD3 and its downstream AMPK/mTOR/ULK1 (ser757) and AMPK/ULK1 (ser555) pathways in CUMS mice.

**Figure 2:**
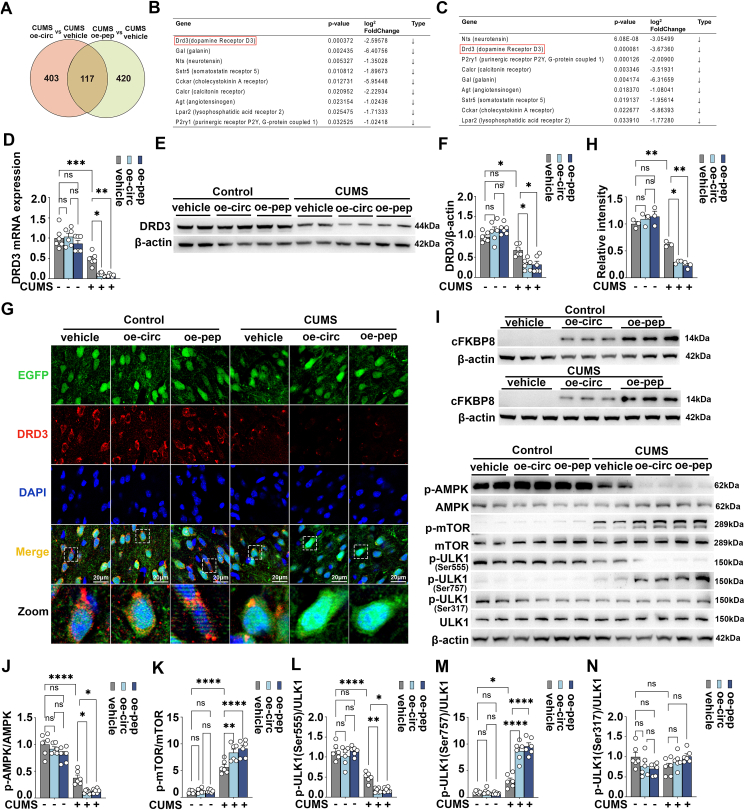
circFKBP8(5S,6) or its encoded protein cFKBP8 down-regulates the expression level of DRD3 and its downstream AMPK/mTOR/ULK1 signaling pathway in PrL of CUMS mice. **(A)** The Venn diagram showed the distribution of the DEGs between circFKBP8(5S,6) and cFKBP8-regulated genes. **(B, C)** DEGs involved in the neuroactive ligand–receptor interaction pathway are co-regulated by cFKBP8 (B) and circFKBP8(5S,6) (C). **(D)** The mRNA levels of DRD3 after overexpression of circFKBP8(5S,6) or overexpression of cFKBP8 in the PrL of mice. *n* = 6. **(E, F)** Western blotting (E) and quantitation (F) for the level of DRD3 in the PrL of mice. *n* = 6. **(G)** Representative immunofluorescence staining images of DRD3 (DRD3-labeling, red) in PrL neurons (EGFP-labeling, green). Scale bar = 20 μm. **(H)** Quantification of the red fluorescence intensity of labeled DRD3 co-labeled with EGFP. *n* = 3. **(I–N)** Representative western blots (I) and quantitative evaluations (J–N) of the cFKBP8, p-AMPK/AMPK, p-mTOR/mTOR, p-ULK1 (Ser555)/ULK1, p-ULK1 (Ser757)/ULK1, and p-ULK1 (Ser317)/ULK1 in the PrL of mice exposed to different treatments. *n* = 6. ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001, and ∗∗∗∗*P* < 0.0001; ns, non-significant. Data were represented as mean ± standard error of the mean. DRD3, dopamine D3 receptor; CUMS, chronic unpredictable mild stress; DEGs, differentially expressed genes; PrL, prelimbic cortex; AMPK, adenosine 5′-monophosphate-activated protein kinase; mTOR, mammalian target of rapamycin; ULK1, unc-51-like kinase 1; EGFP, enhanced green fluorescent protein.

### Overexpression of circFKBP8(5S,6) or its encoded protein cFKBP8 down-regulated the level of autophagy in PrL of CUMS mice

The AMPK/mTOR/ULK1 pathway is essential for the upstream regulation of autophagy.^22^ Therefore, we assessed the expression levels of the autophagy-related marker genes LC3B (microtubule-associated protein 1 light chain 3B), SQSTM1 (sequestosome 1)/p62, and BECN1 (beclin 1). During the process of autophagy, endogenous LC3B–I tends to be converted to LC3B-II,^21^ therefore, the LC3B-II/LC3B–I ratio was assessed by western blotting (Fig. 3A). The results showed a decrease in the LC3B-II/LC3B–I ratio in the CUMS vehicle group compared with the control group, however, the LC3B-II/LC3B–I ratio in the CUMS oe-circ group and the CUMS oe-pep group decreased more dramatically compared with the CUMS vehicle group (Fig. 3B). SQSTM1/p62 acts as a scaffold between LC3 and ubiquitinated substrates, is incorporated into the autophagosome together, and is degraded by lysosomes along with its ubiquitinated substrates, so that a decrease in SQSTM1/p62 often signals autophagy activation.^23^ Overexpression of circFKBP8(5S,6) or cFKBP8 induced a notable elevation of p62 expression levels in mice undergoing CUMS compared with the CUMS vehicle group (Fig. 3A, C). BECN1 is one of the key regulatory proteins of autophagy and is involved in autophagosome membrane formation.^24^ The expression level of BECN1 was significantly reduced in CUMS vehicle mice, and further reduced in CUMS oe-circ mice and CUMS oe-pep mice (Fig. 3A, D). The number of LC3B puncta reflects the biogenesis and degradation of autophagosomes. As shown in Figure 3E and F, overexpression of circFKBP8(5S,6) or cFKBP8 did not provoke alterations in the number of puncta of LC3B in mice without CUMS. However, CUMS resulted in a decrease in the number of puncta of LC3B, and surprisingly, the decrease in the number of puncta of LC3B was more apparent in the CUMS oe-circ group and the CUMS oe-pep group compared with the CUMS vehicle. This demonstrates that overexpression of circFKBP8(5S,6) or cFKBP8 in PrL neurons of CUMS mice leads to a statistically significant reduction in the number of autophagosomes. Taken together, all these results demonstrate that overexpression of circFKBP8(5S,6) or its encoded protein cFKBP8 inhibits autophagosome synthesis and down-regulates autophagy levels in CUMS mice.

**Figure 3:**
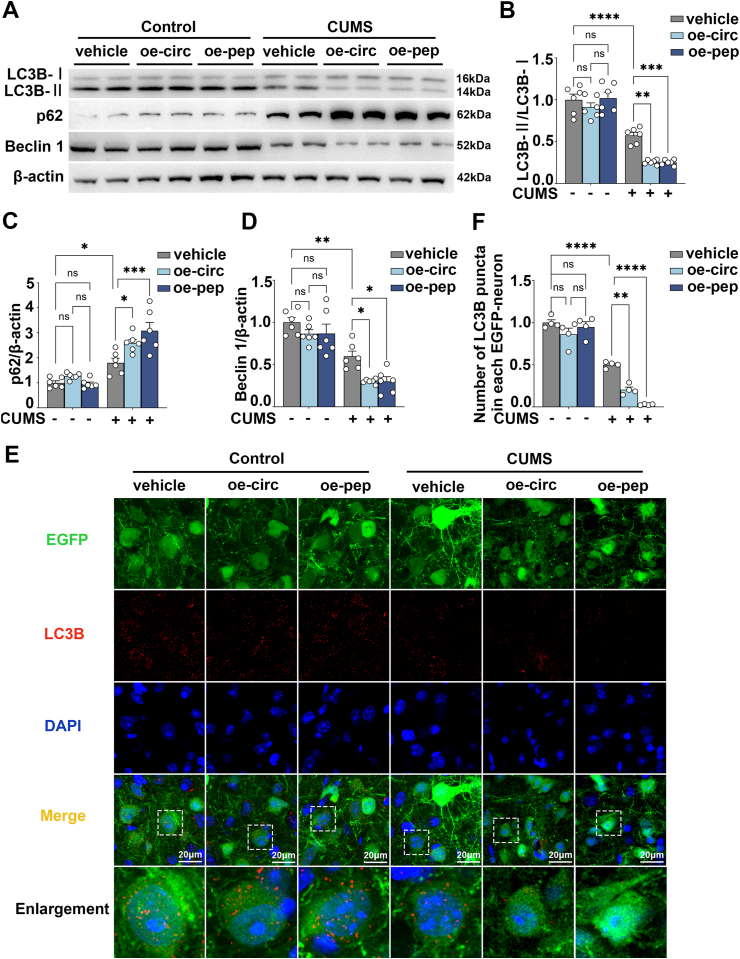
Effects of circFKBP8(5S,6) or its encoded protein cFKBP8 on the expression of LC3B, p62, and beclin 1 in the PrL of mice. **(A**–**D)** Representative western blots (A) and quantitative evaluations (B–D) of the LC3B, p62, and beclin 1 in PrL of CUMS mice exposed to different treatments. *n* = 6. **(E, F)** Representative immunofluorescence staining images (E) and quantitative evaluations (F) of LC3B puncta (LC3B-labeling, red) in PrL neurons (EGFP-labeling, green) in PrL. *n* = 4. Scale bar = 20 μm ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001, and ∗∗∗∗*P* < 0.0001; ns, non-significant. Data were represented as mean ± standard error of the mean. LC3B, microtubule-associated protein 1 light chain 3B; PrL, prelimbic cortex; CUMS, chronic unpredictable mild stress; EGFP, enhanced green fluorescent protein.

### DRD3 agonist treatment ameliorated the exacerbation of depressive-like behavior induced by overexpression of circFKBP8(5S,6) or its encoded protein cFKBP8, and activated the AMPK/mTOR/ULK1 signaling pathway and neuronal autophagy

Next, to demonstrate whether circFKBP8(5S,6) or its encoded protein cFKBP8 promotes CUMS susceptibility in mice by down-regulating DRD3 and its mediated AMPK/mTOR/ULK1 signaling pathway and thereby inhibiting autophagy, CUMS mice induced by circFKBP8(5S,6) or its encoded protein cFKBP8 were given intraperitoneal injections with the DRD3 agonist cariprazine (0.2 mg/kg; twice a day) (Fig. 4A). Western blotting was used to verify successful translation or expression of circFKBP8(5S,6) and its encoded protein cFKBP8 (Fig. 4B). Consistent with previous findings,^17^ at the end of 5-week CUMS, more severe depressive-like behaviors were observed in mice neuronally overexpressing circFKBP8(5S,6) or its encoded protein cFKBP8, including decreased sucrose preference and prolonged immobility time in the TST and FST (Fig. 4C–E). However, DRD3 agonist injection rescued this severe depressive-like behavior induced by circFKBP8(5S,6) or its encoded protein cFKBP8 in the SPT, FST, and TST (Fig. 4C–E). Meanwhile, we assessed the phosphorylation levels of AMPK/mTOR/ULK1 pathway-related proteins by western blotting (Fig. 4F). As shown in Figure 4G–J, CUMS treatment resulted in a decrease in the levels of p-AMPK and p-ULK1 (Ser555) and a significant increase in the levels of p-mTOR and p-ULK1 (Ser757) compared with the unstressed group, however, this trend was further exacerbated by the overexpression of circFKBP8(5S,6) or its encoded protein cFKBP8. Interestingly, DRD3 agonists completely reversed the inhibition of the AMPK/ULK1 (Ser555) and the AMPK/mTOR/ULK1 (Ser757) pathways by circFKBP8(5S,6) or its encoded protein cFKBP8 (Fig. 4G–J). More excitingly, DRD3 agonist cariprazine also reversed autophagy levels down-regulated by circFKBP8(5S,6) or its encoded protein cFKBP8. CUMS mice developed autophagy deficits as evidenced by a decrease in the LC3B II/LC3B I ratio (Fig. 5A, B) and LC3B puncta in EGFP-labeled neurons (Fig. 5E, F), an elevated level of p62 expression (Fig. 5A, C), and a decreased level of BECN1 expression (Fig. 5A, D). Overexpression of circFKBP8(5S,6) or its encoded protein cFKBP8 reduced autophagy levels further, however, the DRD3 agonist cariprazine reversed this trend. The above results demonstrated that the DRD3 agonist cariprazine ameliorated severe depression-like behavior induced by circFKBP8(5S,6) or its encoded protein cFKBP8 in mice, and activated the AMPK/mTOR/ULK1 signaling pathway to up-regulate autophagy levels.

**Figure 4:**
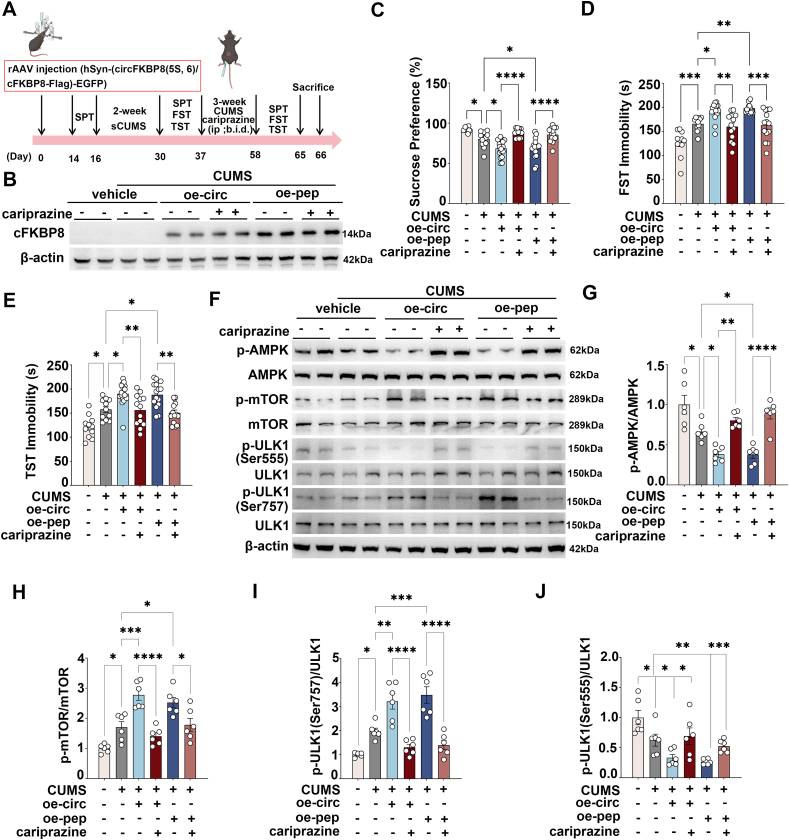
Effects of administration of the DRD3 agonist cariprazine on circFKBP8(5S,6) or its encoded protein-induced depressive-like behavior and the AMPK/mTOR/ULK1 signaling pathway in mice. **(A)** A schematic of the experiment. **(B)** Western blot detection of cFKBP8 expression in each group. **(C)** SPT after intervention with the DRD3 agonist cariprazine. *n* ≥ 11. **(D)** FST after intervention with the DRD3 agonist cariprazine. *n* ≥ 11. **(E)** TST after intervention with the DRD3 agonist cariprazine. *n* ≥ 11. **(F**–**J)** Representative western blots (F) and quantitative analysis (G–J) of the p-AMPK/AMPK, p-mTOR/mTOR, p-ULK1 (Ser555)/ULK1, and p-ULK1 (Ser757)/ULK1 after intervention with the DRD3 agonist cariprazine. *n* = 6. ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001, and ∗∗∗∗*P* < 0.0001. Data were represented as means ± standard error of the mean. DRD3, dopamine D3 receptor; PrL, prelimbic cortex; SPT, sucrose preference test; FST, forced swim test; TST, tail suspension test; AMPK, adenosine 5′-monophosphate-activated protein kinase; mTOR, mammalian target of rapamycin; ULK1, unc-51-like kinase 1.

**Figure 5:**
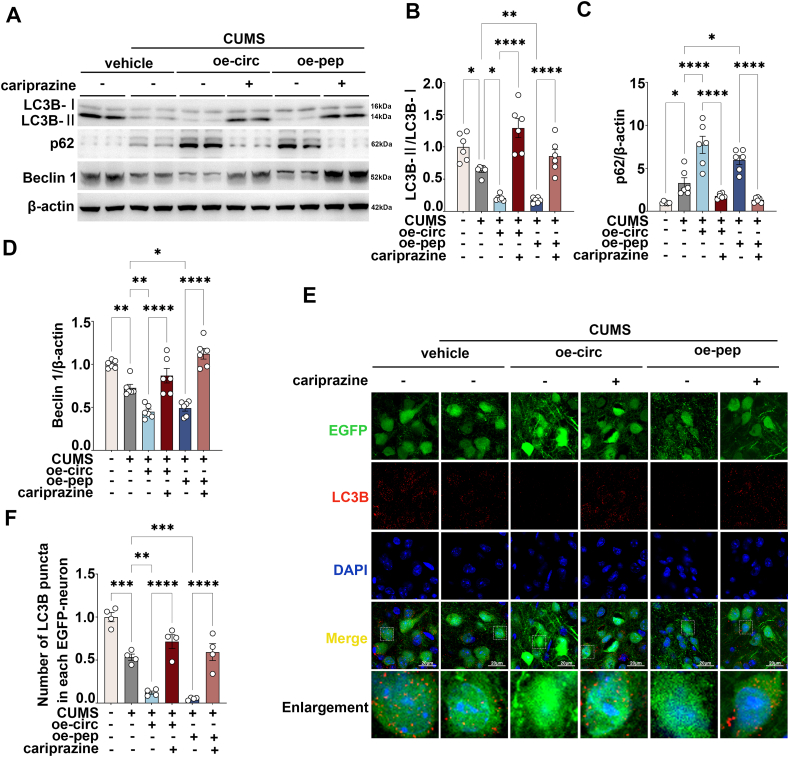
Effects of administration of the DRD3 agonist cariprazine on the level of autophagy induced by circFKBP8(5S,6) or its encoded protein cFKBP8 in mice. **(A**–**D)** Representative western blots (A) and quantitative analysis (B–D) of LC3B, p62, and beclin 1 after intervention with the DRD3 agonist cariprazine. *n* = 6. **(E, F)** Representative immunofluorescence staining images (E) and quantitative evaluations (F) of LC3B puncta (LC3B-labeling, red) in PrL neurons (EGFP-labeling, green) after intervention with the DRD3 agonist cariprazine. *n* = 4. Scale bar = 20 μm ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001, and ∗∗∗∗*P* < 0.0001. Data were represented as mean ± standard error of the mean. DRD3, dopamine D3 receptor; LC3B, microtubule-associated protein 1 light chain 3B; EGFP, enhanced green fluorescent protein.

### Overexpression of DRD3 alleviated the exacerbation of depressive-like behavior and inhibition of AMPK/mTOR/ULK1 autophagy signaling induced by overexpression of circFKBP8(5S,6) or its encoded protein cFKBP8

We further explored whether DRD3 was involved in the regulation of depressive-like behavior in mice by circFKBP8(5S,6) and its encoded protein cFKBP8. We randomly selected mice to achieve DRD3 overexpression intervention by injecting oe-DRD3 virus (rAAV-hSyn-DRD3-mCherry) at the same time as oe-circ virus (rAAV-hSyn-circFKBP8(5S,6)-EGFP) or oe-pep virus (rAAV-hSyn-cFKBP8-FIag-EGFP) in their bilateral PrL (Fig. 6A, B). The overexpression levels of DRD3 and cFKBP8 were verified by western blotting (Fig. 6C). The expression level of DRD3 was significantly reduced in CUMS mice compared with unstressed mice, and overexpression of circFKBP8(5S,6) or its encoded protein cFKBP8 further reduced the expression level of DRD3 (Fig. 6D). Certainly, as shown in Figure 6D, mice injected with oe-DRD3 virus showed a significant increase in the expression level of DRD3, indicating that DRD3 overexpression was successful. After confirming successful expression of cFKBP8 and DRD3, a series of behavioral assessments including SPT, FST, and TST were performed at the end of the 5-week CUMS. DRD3 overexpression resulted in increased sucrose preference and shortened immobility times in the FST and TST (Fig. 6E–G). Importantly, overexpression of DRD3 reversed the inhibition of the AMPK/mTOR/ULK1 signaling pathway by circFKBP8(5S,6) or its encoded protein cFKBP8, as manifested by the elevation of p-AMPK and p-ULK1 (Ser555) and the decrease of p-mTOR and p-ULK1 (Ser757) (Fig. 6H–L). Moreover, DRD3 overexpression increased the LC3BII/LC3B ratio and BECN1 expression level, decreased the expression level of p62, and reversed the inhibitory effect of circFKBP8(5S,6) or its encoded protein cFKBP8 on autophagy (Fig. 6M−P). Taken together, these strong bases suggest that circFKBP8(5S,6) and its encoded protein cFKBP8 promote stress susceptibility in mice by inhibiting the level of autophagy through down-regulation of DRD3 expression and its downstream AMPK/mTOR/ULK1 signaling pathway.

**Figure 6:**
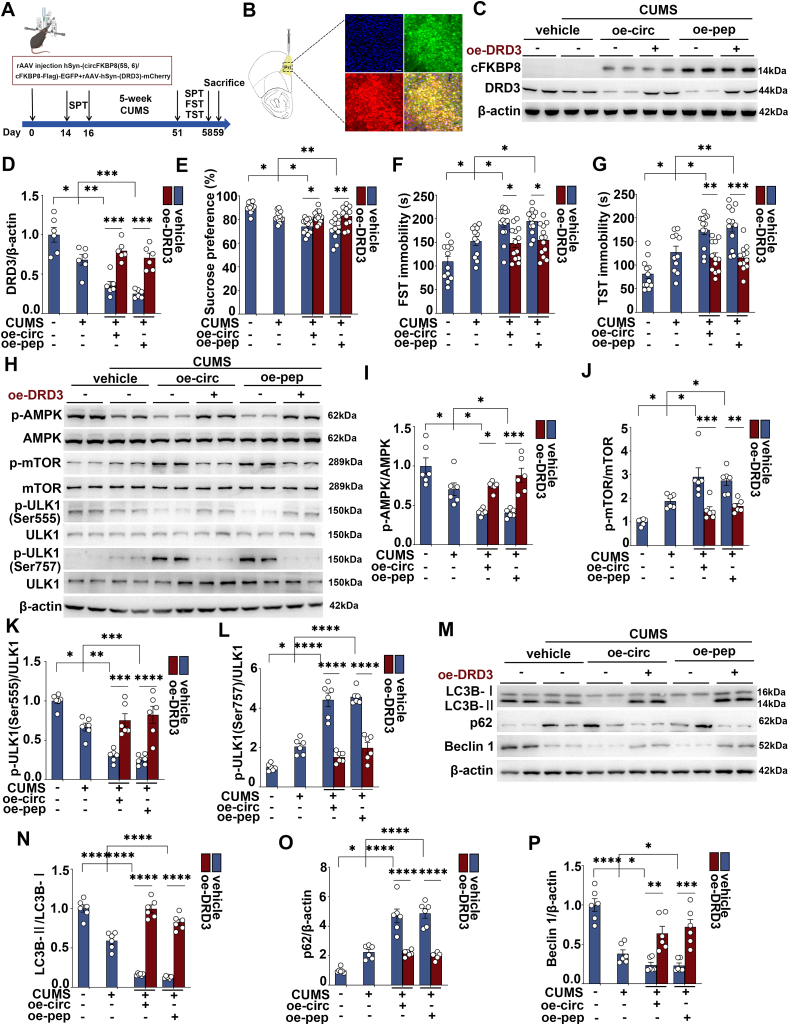
Effects of DRD3 overexpression on depressive-like behavior and AMPK/mTOR/ULK1 autophagy signaling induced by circFKBP8(5S,6) or its encoded protein cFKBP8 in mice. **(A)** A schematic of the experiment. **(B)** Representative images of EGFP and mCherry expression in PrL. Scale bar = 50 μm. **(C)** Western blotting of cFKBP8 and DRD3 expression in each group. **(D)** Quantification of DRD3 by western blotting. *n* = 6. **(E)** SPT after DRD3 overexpression. *n* ≥ 11. **(F)** FST after DRD3 overexpression. *n* ≥ 12. **(G)** TST after DRD3 overexpression. *n* ≥ 11. **(H**–**L)** Representative western blots (H) and quantitative analysis (I–L) of the p-AMPK/AMPK, p-mTOR/mTOR, p-ULK1 (Ser555)/ULK1, and p-ULK1 (Ser757)/ULK1 after DRD3 overexpression. *n* = 6. **(M**–**P)** Representative western blots (M) and quantitative analysis (N–P) of the LC3B, p62, and beclin 1 after DRD3 overexpression. *n* = 6. ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001, and ∗∗∗∗*P* < 0.0001. Data were represented as mean ± standard error of the mean. DRD3, dopamine D3 receptor; PrL, prelimbic cortex; SPT, sucrose preference test; FST, forced swim test; TST, tail suspension test; AMPK, adenosine 5′-monophosphate-activated protein kinase; mTOR, mammalian target of rapamycin; ULK1, unc-51-like kinase 1; EGFP, enhanced green fluorescent protein; LC3B, microtubule-associated protein 1 light chain 3B.

## Discussion

The present study elucidated the molecular mechanism by which circFKBP8(5S,6) and its encoded protein cFKBP8 promote CUMS susceptibility in mice. We found that DRD3 expression was significantly reduced in PrL neurons overexpressing circFKBP8(5S,6) or its encoded protein. Further, it was found that the AMPK/mTOR/ULK1 signaling pathway of DRD3 downstream was significantly down-regulated by circFKBP8(5S,6) or its encoded protein cFKBP8, and that the level of neuronal autophagy was also significantly inhibited. Interestingly, both agonists of DRD3 as well as DRD3 overexpression significantly ameliorated severe depressive-like behavior induced by circFKBP8(5S,6) or its encoded protein in mice and up-regulated AMPK/mTOR/ULK1 signaling pathway and activated autophagy. Thus, circFKBP8(5S,6) or its encoded protein promoted CUMS susceptibility in mice by inhibiting neuronal autophagy through down-regulation of DRD3 expression and its downstream AMPK/mTOR/ULK1 pathway (Fig. 7). This study may provide new targets and ideas for the diagnosis and treatment of MDD.

**Figure 7:**
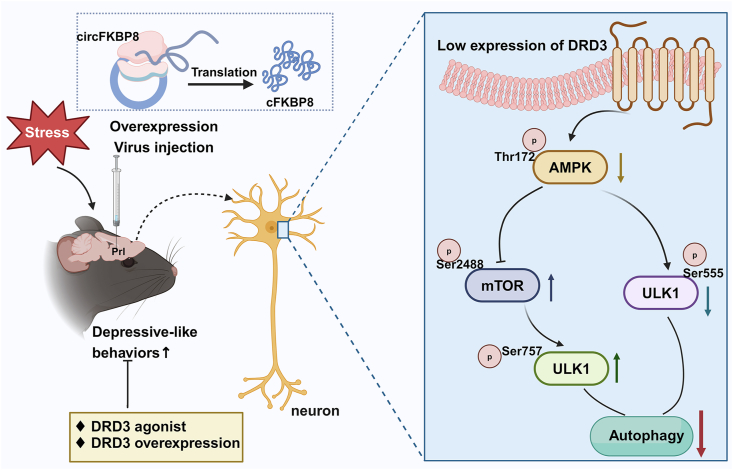
Schematic diagram of the mechanism by which circFKBP8(5S,6) and its encoded protein cFKBP8 promote CUMS susceptibility in mice. circFKBP8(5S,6) or its encoded protein cFKBP8 is known to promote CUMS susceptibility in mice by down-regulating the expression of DRD3 and inhibiting its downstream AMPK/ULK1 (Ser555) pathway and the AMPK/mTOR/ULK1 (Ser757) pathway, which down-regulate neuronal autophagy levels. Figure 7 was created with BioRender.com. CUMS, chronic unpredictable mild stress; DRD3, dopamine D3 receptor; AMPK, adenosine 5′-monophosphate-activated protein kinase; mTOR, mammalian target of rapamycin; ULK1, unc-51-like kinase 1.

In previous studies, circRNAs are mainly involved in the regulation of transcription and splicing through microRNA sponge adsorption and binding of RNA-binding proteins, thus regulating mRNA stability and translation, interfering with signaling pathways, and participating in the development of diseases.^4^ However, it has recently been gradually recognized that this regulatory mechanism requires circRNAs to adsorb or bind to a large number of microRNAs or RNA-binding protein sites to produce quantitative-level effects.^4^ This has drawn attention to the translational functions of circRNAs. With the development of cutting-edge technologies, studies have successively reported that circRNAs are involved in the regulation of various physiological and pathological processes by encoding peptides or proteins.^25^^,^^26^ Fortunately, our team screened and characterized a circFKBP8(5S,6) that encodes a functional protein of 127aa in a cohort of 7 healthy volunteers and 7 MDD patients.^16^^,^^17^ Upon further investigation, we found that the susceptibility of mice to CUMS was promoted and that loss of translational function abolished this effect. The results of the present study further solidify this conclusion and provide insight into the molecular mechanisms involved.

The DRD3, a member of the D2-like dopamine receptor family, is predominantly distributed in the reward region of the mesolimbic limbic, and this unique distribution determines its potential role in reinforcement and reward.^27^ DRD3 gene polymorphisms are associated with alleles of unipolar major depression, and genetic variants in DRD3 also affect treatment responses to selective serotonin reuptake inhibitors in depressed patients.^28^^,^^29^ In addition, chronic antidepressant medication and chronic electroconvulsive therapy both enhanced DRD3 expression.^30^ Both the expression and function of DRD3 were significantly down-regulated in mice experiencing stress or in a model of depression, which is consistent with our present findings. The difference, however, is that we induced depression-like behavior in mice by CUMS, whereas previous studies were lipopolysaccharide-induced models of inflammatory depression.^31^^,^^32^ circFKBP8(5S,6) and its encoded protein cFKBP8 were the ones that promoted stress susceptibility in mice by further down-regulating the expression of DRD3. Great efforts have been made to search for compounds with high affinity and selectivity to find effective drugs for neuropsychiatric disorders since the distribution and function of DRD3 in these disorders were discovered.^33^ However, little research has been done to address the regulation of DRD3 expression in depression. Our research, however, indicates that circFKBP8(5S,6) or its encoded protein cFKBP8 could down-regulate DRD3 expression in the depressed model mice. This finding offered fresh insights into the molecular regulatory mechanism underlying the aberrant expression of DRD3 in depression as well as novel targets for MDD treatment.

AMPK is a serine/threonine protein kinase consisting of an α catalytic subunit and two regulatory subunits, β and γ. It is known as an energy sensor because of its role in the regulation of energy metabolism.^34^ When the intracellular AMP/ATP ratio is increased, AMPK is activated, as evidenced by the phosphorylation of the threonine 172 residue of the α-subunit.^35^^,^^36^ There is ample research evidence that AMPK plays a key role in the upstream regulation of autophagy.^37^ AMPK, mTOR, and ULK1 are three interrelated nodes that regulate autophagy, of which ULK1 happens to be at the central node of AMPK-regulated autophagy.^22^ AMPK phosphorylates ULK1 in two ways, directly and indirectly: one is mTOR-independent, directly phosphorylating the Ser555 and Ser317 sites of ULK1, and the other is inhibiting the mammalian target of rapamycin complex 1 (mTORC1) by phosphorylating tuberous sclerosis complex 2 (TSC2) and the regulatory associated protein of MTOR complex 1 (Raptor), which in turn reduces the level of phosphorylation of ULK1 at the Ser757 site, and both of these ways can ultimately activate autophagy.^37^^,^^38^ It is worth mentioning that AMPK is also activated in response to activation signals from GPCRs.^36^ It has been reported that DRD3, as a GPCR, activates autophagy through the activation of AMPK and phosphorylation of Raptor, which in turn inhibits mTORC1 and activates ULK1.^39^ In our study, we found that the reduced expression level of DRD3 was accompanied by a repression of the AMPK/mTOR/ULK1 pathway, whereas overexpression of circFKBP8(5S,6) or its encoding protein cFKBP8 further enhanced this change. Several studies have suggested that MDD may be related to the inhibition of the AMPK/mTOR signaling pathway, and some antidepressant drugs and therapies exert their antidepressant effects through the activation of autophagy via the AMPK signaling pathway.^40^, ^41^, ^42^ Autophagy, a lysosomal degradation pathway, is essential for maintaining neuronal homeostasis.^43^^,^^44^ In recent years, many neurological and psychiatric disorders, such as depression, have suggested that activation of autophagy is beneficial for antidepressants.^45^, ^46^, ^47^ In opposition to this, there is research evidence that inhibition of neuronal autophagy is associated with an increase in synaptic proteins.^39^ The neurotransmitter homovanillic acid ameliorated depression-like symptoms in mice by inhibiting synaptic autophagic death and increasing hippocampal synaptic plasticity.^48^^,^^49^ These findings all emphasize the critical role of autophagy in regulating synaptic plasticity and as a key modulator of depression. The LC3B-II/LC3B–I ratio, as well as the reduction of LC3B puncta in neurons, the accumulation of p62, and the reduced expression level of BECN1, all suggest that CUMS-induced neuronal autophagy is impaired and is further exacerbated by circFKBP8(5S,6) or its encoded protein cFKBP8. circFKBP8(5S,6) is expected to be a therapeutic target for depression in the foreseeable future.

There are some limitations of the study. First, the exact molecular mechanism by which circFKBP8(5S,6) and its encoded protein cFKBP8 down-regulate DRD3 is not clear. Interestingly, in prior work,^17^ circFKBP8(5S,6) and its encoded protein were shown to inhibit the entry of glucocorticoid receptors into the nucleus, and nuclear translocation of glucocorticoid receptors regulated the expression of target genes.^50^ Therefore, assuming that DRD3 is a target gene of glucocorticoid receptor, it is likely that circFKBP8(5S,6) and its encoded protein cFKBP8 down-regulate the expression of DRD3 by inhibiting the entry of glucocorticoid receptors into the nucleus. Second, in the DRD3-targeting experiments, the observed behavioral improvements may partially result from the intrinsic antidepressant effects of DRD3 activation or overexpression, as the study design lacked control groups receiving cariprazine treatment alone or DRD3 overexpression alone in the CUMS model. Notably, previous studies have demonstrated that cariprazine’s antidepressant effects in the CUMS paradigm are DRD3-dependent.^20^ Considering that circFKBP8(5S,6) is exclusively expressed in higher primates, the current study employed an rAAV-mediated overexpression system in the mouse PrL to specifically investigate whether circFKBP8(5S,6)’s effects on depression-like behaviors are mediated through DRD3 and its downstream signaling pathways. Third, in the DRD3 agonist experiment, we performed the FST and TST at the midpoint and endpoint of the CUMS paradigm. The acute stress nature of these behavioral tests may complicate the interpretation of the depression-like phenotype, but our comprehensive behavioral assessment strategy, including the SPT, provides a partial mitigation of this limitation.

In conclusion, our findings suggest that circFKBP8(5S,6) and its encoded protein cFKBP8 exacerbated CUMS-induced neuronal autophagy deficits and promoted CUMS-induced susceptibility by down-regulating the expression level of DRD3 and inhibiting its mediated AMPK/mTOR/ULK1 autophagy pathway. This finding strengthens the association of circFKBP8(5S,6) and its encoded protein cFKBP8 with DRD3 and autophagy, and provides an experimental basis for a more comprehensive interpretation and understanding of the involvement of circFKBP8(5S,6) and its encoded protein cFKBP8 in the pathogenesis of MDD, and provides a new way of thinking for finding precise targets for the treatment of MDD.

## CRediT authorship contribution statement

**Dandan Xu:** Writing – original draft, Formal analysis, Data curation. **Zihan Huang:** Data curation. **Gaojia Zhang:** Software, Data curation. **Jiao Jiao:** Data curation. **Yujia Cao:** Formal analysis. **Mengyu Liu:** Data curation. **Yan Kong:** Project administration, Conceptualization. **Zhijun Zhang:** Writing – review & editing, Project administration, Funding acquisition, Conceptualization.

## Data availability

The raw and processed sequencing data from this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE294128.

## Funding

This work was supported by the Chinese Science and Technology Innovation 2030—Major Project (No. 2022ZD0211701, 2021ZD0200700), the 10.13039/501100001809National Natural Science Foundation of China (No. 82130042, 81830040, 82371532, 82471552), Shenzhen Science and Technology Serial Funds (Guangdong, China) (No. GJHZ20210705141400002, KCXFZ20211020164543006, JCYJ20220818101615033, ZDSYS20 220606100606014, KQTD20221101093608028), and Jiangsu Province Capability Improvement Project through Science, Technology and Education (China) (No. ZDXK202215).

## Conflict of interests

The authors declared no potential conflict of interests.

# Supplementary material for: circFKBP8(5S,6)-encoded protein promotes stress susceptibility in mice by down-regulating dopamine D3 receptor expression and its downstream AMPK/mTOR/ULK1 autophagy signaling
**Source:** Genes Dis. 2025 Jun 18;13(2):101718. doi: 10.1016/j.gendis.2025.101718
**Supplement:** Multimedia component 1

***Supplementary Information***

**
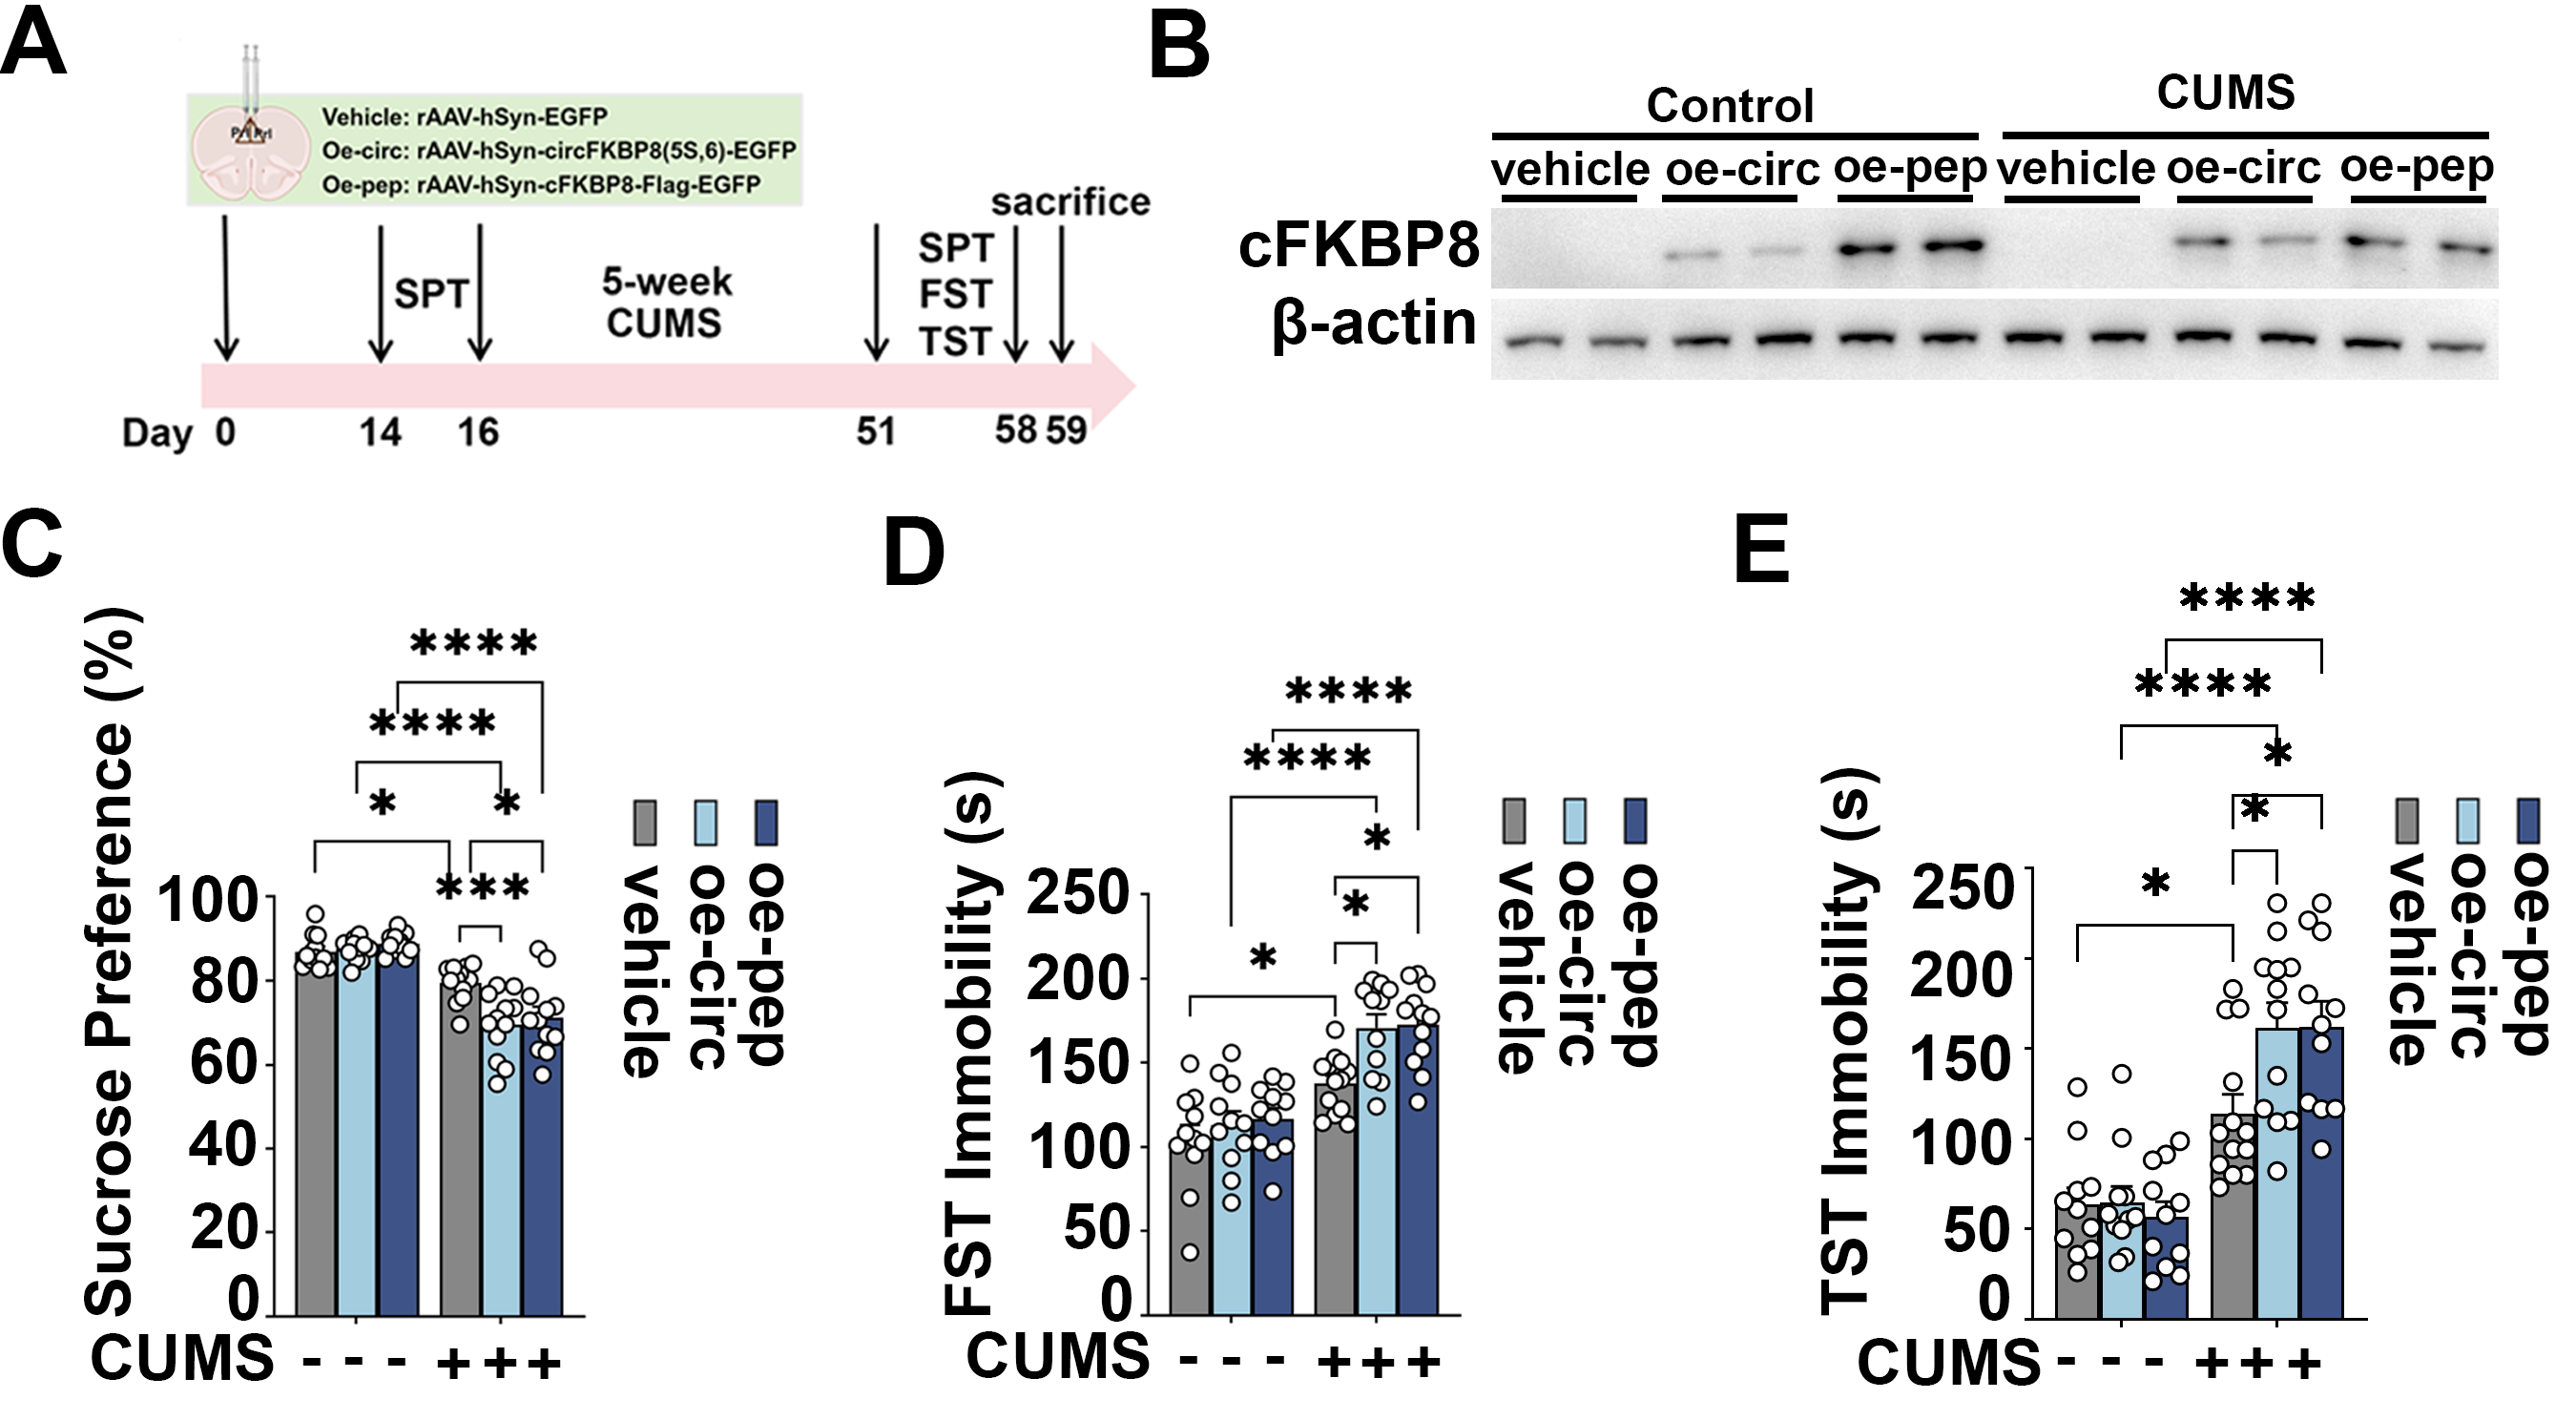
**

**Figure S1. Effects of overexpression of circFKBP8 (5S, 6) or cFKBP8 in PrL brain regions on depressive-like behaviour in mice. (A)** Schedule of experimental design. **(B)** Representative western blot of the cFKBP8, n=6. SPT **(C)**, FST **(D)** and TST **(E)** after CUMS, n ≥ 11, **p* < 0.05, ****p* < 0.001, *****p* < 0.0001. Data are represented as means ± SEM. (PrL, prelimbic cortex; SPT, sucrose preference test; FST, forced swim test; TST, tail suspension test; CUMS, chronic unpredictable mild stress)

**Table S1** Antibodies used in this study.

| Antibodies | Identifier, Source | isotype | Dilution for WB | Dilution for IF |
| --- | --- | --- | --- | --- |
| DRD3 | sc-136170, santa cruz | mouse | 1:500 | 1:100 |
| cFKBP8 | HuaBio | rabbit | 1:200 | - |
| p-AMPK(Thr172) | #4188, Cell Signaling Technology | rabbit | 1:2000 | - |
| AMPK | #5831, Cell Signaling Technology | rabbit | 1:1000 | - |
| p-mTOR(Ser2448) | #5536, Cell Signaling Technology | rabbit | 1:1000 | - |
| mTOR | #2983, Cell Signaling Technology | rabbit | 1:1000 | - |
| p-ULK1(Ser555) | #5869, Cell Signaling Technology | rabbit | 1:1000 | - |
| p-ULK1(Ser757) | #14202, Cell Signaling Technology | rabbit | 1:1000 | - |
| p-ULK1(Ser317) | #89267, Cell Signaling Technology | rabbit | 1:1000 | - |
| ULK1 | #8054, Cell Signaling Technology | rabbit | 1:1000 | - |
| LC3B | NB100-2220, Novus | rabbit | 1:1000 | 1:200 |
| p62 | ab109012, Abcam | rabbit | 1:10000 | - |
| Beclin 1 | ab62557, Abcam | rabbit | 1:1000 | - |
| β-actin | 66009, Proteintech | mouse | 1:5000 | - |
| anti-mouse HRP | SA00001-1, Proteintech | goat | 1:5000 | - |
| anti-rabbit HRP | SA00001-2, Proteintech | goat | 1:5000 | - |
| anti-rabbit alexa-568 | ab175471, Abcam | goat | - | 1:500 |
| anti-mouse alexa-568 | ab175473, Abcam | goat | - | 1:500 |

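Table S2 gives the insert of each overexpression vector. The oe-circ insert holds the sequence of the circle, and the oe-pep insert holds the reading frame of the encoded protein with a tag. The oe-circ insert of 391 bases aligned over its whole length to the mouse Fkbp8 transcript with 88.2% identical bases, 46 mismatches and a longest identical run of 29 bases. Of the 447 bases of the oe-pep insert, 316 aligned with 88.0% identity. The start codon lies at base 80 of the oe-circ insert, and reading from there around the closed circle gave 127 codons before a stop. The oe-pep insert has 149 codons, of which the first 127 are the same as in the circle and 22 more follow. Mouse Fkbp8 (chromosome 8, 70527724 to 70535328, mm10) had an FPKM of 80.5 in the CUMS vehicle library, 78.0 in the CUMS oe-circ library and 77.2 in the CUMS oe-pep library. Because the inserts differ from the mouse sequence at this rate, the value of the mouse gene does not check which vector a library received.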

**Table S2** Sequences for AAV vector.

| Virus | sequence |
| --- | --- |
| oe-circ | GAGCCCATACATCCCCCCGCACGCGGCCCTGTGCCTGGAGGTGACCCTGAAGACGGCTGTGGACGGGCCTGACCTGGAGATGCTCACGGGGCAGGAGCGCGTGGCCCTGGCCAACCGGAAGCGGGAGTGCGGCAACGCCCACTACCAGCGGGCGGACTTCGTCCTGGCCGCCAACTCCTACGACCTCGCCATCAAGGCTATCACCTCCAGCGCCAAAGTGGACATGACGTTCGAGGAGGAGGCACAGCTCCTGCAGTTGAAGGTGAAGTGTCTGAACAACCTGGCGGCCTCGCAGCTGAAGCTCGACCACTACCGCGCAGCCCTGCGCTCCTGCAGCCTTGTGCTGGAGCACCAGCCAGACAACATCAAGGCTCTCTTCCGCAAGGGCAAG |
| oe-pep | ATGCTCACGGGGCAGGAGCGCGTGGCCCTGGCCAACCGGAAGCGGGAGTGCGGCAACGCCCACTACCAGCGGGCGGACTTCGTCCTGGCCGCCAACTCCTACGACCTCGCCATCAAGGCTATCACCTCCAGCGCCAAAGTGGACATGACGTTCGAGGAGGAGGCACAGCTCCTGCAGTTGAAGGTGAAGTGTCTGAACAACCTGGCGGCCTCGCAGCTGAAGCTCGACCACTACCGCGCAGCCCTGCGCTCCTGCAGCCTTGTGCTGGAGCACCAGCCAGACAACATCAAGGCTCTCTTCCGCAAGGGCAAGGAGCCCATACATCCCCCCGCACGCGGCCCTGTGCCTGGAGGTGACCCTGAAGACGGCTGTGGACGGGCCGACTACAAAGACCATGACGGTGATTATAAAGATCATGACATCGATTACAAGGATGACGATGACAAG |

How the deposited data were processed for this re-analysis (not part of the article)

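RNA of PrL tissue was measured in 3 libraries, 1 from each of the CUMS vehicle, CUMS oe-circ and CUMS oe-pep groups, all after 5 weeks of CUMS. The grouping of the libraries was taken from the sample labels, which name the vector each group received, and from the paper. The sources used here do not give the number of mice behind a library.

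The authors deposited FPKM values and gene lengths for 54532 genes in 1 table. According to the submitters' processing notes, the software was cutadapt 2.5, HISAT2 2.1.0 and featureCounts 1.6.3, with the mm10 genome. The paper's methods state RMA and limma for the expression data, with |log2 fold change| above 1 and P below 0.05 as the thresholds of DEGs. In the paper's Table S3, the normalized counts of each library were its recovered reads multiplied by a constant within each comparison, to 0.0363% in every gene. For the CUMS vehicle library this constant was 0.888 in the oe-circ comparison and 0.952 in the oe-pep comparison. In each library FPKM multiplied by gene length gave whole multiples of 1 step, with a largest deviation from whole reads of 6.99e-10. The number of reads behind the authors' FPKM scaling was 1.02, 1.01 and 1.02 times the reads in genes in the CUMS vehicle, oe-circ and oe-pep libraries. The library with the most reads in genes had 1.26 times those of the library with the fewest. No count model was applied, since each group had 1 library.

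Fold changes were taken on the log2(FPKM + 0.1) scale for genes with a mean FPKM of at least 0.1 over the 3 libraries. The threshold was the size of the paper's, more than 2-fold, and no P value was computed. Ratios of reads were given with exact conditional binomial (Clopper-Pearson) intervals at 95%, and FPKM with exact Poisson intervals. A floor of 3 reads was used for a library with 0 reads. The median of each of the 30 gene lists was compared with 10000 random lists of the same size drawn from 50 bins of mean expression. The Reactome sets were treated in the same way. The lists were fixed before the data were examined but after Tables S3 and S4 and Fig. 2B and C had been read. Genes measured in several lists count in each of them, and Dnai1, Dnai2, Ecrg4, Ahsp, Gpr52 and Indo of the lists were not found under those symbols. The shared CUMS vehicle library was simulated 100 times with unchanged groups and Poisson reads, and again with an assumed variation of 20% between libraries, which is an assumption and not a measured value.

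Genes were named by a rule fixed in advance. It took every gene the paper names for these data or its pathway, the 10 largest rises and the 10 largest falls in each comparison with the CUMS vehicle library among genes with a mean FPKM of at least 1, up to 6 members of each list with the highest mean FPKM, and the dopamine receptor genes. The values of genes in the paper's tables had been seen when the rule was written. The largest rises and falls had mostly fewer than 20 reads, and the other genes named in the text, such as Sumo2, Srp54b, Chat, Dlk1, Baiap3 and the single members of the receptor, neuropeptide and cilia lists, were chosen after their values had been seen.

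The steps were tested on simulated data with 200 changed genes among the 20203 genes. The changed genes were drawn only from genes with an expected mean of at least 20 reads, and only counting error was simulated. The shares below thus do not cover genes with fewer reads, such as Drd3. For oe-circ, 100% of genes made 4-fold lower and 46.2% of genes made 2-fold lower were counted as more than 2-fold lower. For oe-pep these shares were 98.3% and 33.3%. Gene coordinates are those of the authors' table. Of its gene identifiers, 99.8% were found in the GENCODE vM21 annotation of mm10, and 98.3% of those had equal coordinates. Near-identical copies were searched for with minimap2 2.31-r1302 at an identity of at least 95% over at least 50% of a transcript. A first search with the longest transcript of each gene found 0 copies of Gapdh. A second search with the longest protein-coding transcript, made after this had been seen, found 27. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Biopython 1.88 were used.

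The alternatives were pseudocounts of 0.01 and 1, scaling of each library by its median ratio, a mean FPKM of at least 1, no filter, protein-coding genes alone, the mean of a list in place of its median, lists without members of Tables S3 and S4, the normalized counts of Table S3, and composition without mitochondrial genes. A mean of at least 20 reads was added after seeing the data. GO and KEGG enrichment was not run here, and RT-qPCR, western blot and behavioral data were not analysed here.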

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

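The list medians in this part, with and without members of Tables S3 and S4, were planned. Their use as tests of the explanations below, the tests of near-identical copies and the glycolysis test without Gapdh were chosen after the results had been seen. Each result below lies outside the genes and pathways that the paper discusses, or beside its leading gene.

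Drd3 was lower in both overexpression libraries together with markers of the striatum, basal forebrain and septum. Less striatal tissue as a whole in the oe-pep dissection, by as much as Drd3 fell, is argued against by the striatal list. Its median log2 fold change there was −0.140, and the ratio of Drd2 was 1.00. A smaller loss stays open, since 38 of 49 striatal genes were below 0 and the median lay below all matched random lists. These values do not address the loss of a part of the striatum. Cholinergic genes of the basal forebrain had a median of −0.70 there, with 8 of 22 more than 2-fold lower, and −0.08 outside Table S3. Less of that tissue stays open. In the oe-circ library, less striatal tissue stays open, since striatal genes outside Tables S3 and S4 had a median of −0.592, while the upper limit of the Drd3 ratio was 0.292 and the median ratio of the whole striatal list 0.434. The cholinergic list there had a median ratio of 0.249, below that limit, so Drd3 did not fall beyond all regional markers. Less septal, preoptic or hypothalamic tissue in the oe-pep dissection also stays open, with a median of −0.280 for the members outside those tables. An effect of the overexpression on Drd3 was not tested here, since each group had 1 library, and stays open, and of the paper's measurements that run the same way (RT-qPCR, western blot and immunofluorescence), the immunofluorescence in EGFP-labeled PrL neurons (Fig. 2G and H) does not rest on which tissue was dissected.

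Gapdh, the reference gene of the paper's RT-qPCR, was lower in both overexpression libraries, while Gm10076 was 7.73-fold higher (90 and 547 reads) and Gm10736 6.85-fold higher (21 and 113 reads, no copy found) in the oe-circ library, and Sumo2 4.13-fold higher in the oe-pep library. Rpl41, the near-identical copy of Gm10076, had 5612 and 2497 reads (ratio of their sums 0.679), and the copies of Sumo2 had 568 and 140 reads (ratio of the sums with Sumo2 1.52). Reads assigned to the listed copies of Gapdh are argued against as the whole cause in the oe-circ library, where Gapdh and its copies together were still 2.44-fold lower. In the oe-pep library they were 1.68-fold lower, which left that test undecided. The listed copies had 942, 992 and 942 reads in the CUMS vehicle, oe-circ and oe-pep libraries, and Gapdh 2302, 52 and 804. The copies did not rise by the reads that Gapdh lost, which argues against them as the whole cause in the oe-pep library too. Reads left uncounted, or counted in copies not listed, were not measured and stay open. A lower glycolysis pathway as a whole in the oe-circ library is argued against by a median log2 fold change of 0.0306 without Gapdh. Single genes did fall there. Of the 18 genes of the list, Gapdh included, 2 were more than 2-fold lower and 0 higher. In the Reactome glycolysis set, 4 of 27 were lower and 0 higher. Whether reads shared between near-identical copies were counted differently between libraries cannot be told apart from other causes, since the 2 comparisons gave unlike ratios. Among genes with a mean of at least 50 reads, 12 of 1018 with a copy passed 2-fold in the oe-circ comparison and 92 of 11753 without, 1.51 times as often. In the oe-pep comparison these were 8 of 1018 and 24 of 11753, 3.85 times as often. The first search gave 1.55 and 3.66 times. An effect of the overexpression on Gapdh itself was not tested.

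Motile cilia genes were higher in the oe-pep library, with a median log2 fold change of 0.432. A lower share of neurons as the only cause, which would raise every other cell type, is argued against by the microglia list with a median of −0.165. The vascular list had 0.00, while other lists were higher, such as oligodendrocytes with 0.520 and astrocytes with 0.07. Among neurons, the excitatory cortical list had 0.02 and the interneuron list −0.17, so a share of neurons that is lower in part stays open. More ependymal tissue, the lining of the ventricles, cannot be told apart from a change within ependymal cells, since the cilia genes outside Tables S3 and S4 had a median of 0.241 and no list of other ependymal genes had been fixed. An effect of the overexpression was not tested.

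Lists that the paper does not discuss also stood above the central 95% of matched random lists with a median of at least 0.25. In the oe-pep library, the oligodendrocyte list had a median of 0.520, the blood list 0.458, the choroid plexus list 0.261 and the immunoglobulin and lymphocyte list 0.284. Without members of Table S3, a step that favors values nearer 0, the choroid plexus and immunoglobulin lists in oe-pep were inside that range, at percentiles 75.3 and 95.1. In the oe-circ library, the immunoglobulin and lymphocyte list had a median of 0.775, the list of meninges and fibroblasts 0.423, and the list of immediate early genes 0.263.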

How the results depend on the processing

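Tests with a mean of at least 20 reads were chosen after seeing the data, and the other alternatives were set before. No paired analysis was possible because each group had 1 library. Depth limits the numbers of 2-fold genes, with a mean of fewer than 20 reads in 5652 of the 20203 genes, and the spread between replicates was not measured. Median-ratio scaling moved none of these counts by over 1.5 times, and the share of lower genes was 64.7% in the oe-circ comparison (64.9% with that scaling) and 52.0% in the oe-pep comparison (51.9%). Pseudocount 0.01 moved the genes higher in both comparisons to 472. Counts in the following are given as higher and lower genes for oe-circ, for oe-pep, for oe-circ against oe-pep, and for genes shared by both comparisons. With a pseudocount of 1 they were 70 and 153, 109 and 107, 94 and 157, and 12 and 67. With a mean FPKM of at least 1 they were 82 and 174, 90 and 90, 84 and 148, and 32 and 44. With protein-coding genes they were 148 and 308, 189 and 188, 176 and 312, and 48 and 79. With a mean of at least 20 reads they were 48 and 151, 53 and 56, 48 and 134, and 10 and 25. These filters test fewer genes. Without a filter, 1090 genes were higher in oe-circ, 1444 higher and 1624 lower in oe-pep, 1318 higher in oe-circ against oe-pep, and 994 lower in both. The correlation across genes was 0.47 with protein-coding genes. The log2 fold change of Drd3 was −0.94 and −0.82 with a pseudocount of 1, and 84 and 69 of the genes of Table S3 then passed 2-fold. With that pseudocount, a gene at the CUMS vehicle FPKM of Drd3 (1.07) can hardly fall beyond 2-fold, whatever its loss.

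Of the list medians outside the central 95% of matched random lists, 1 changed sign under a filter that does not use the change, and the cause was not tested. Another 2 changed sign without members of Tables S3 and S4, which removes genes selected for their change in these libraries and so draws medians toward 0 by construction, and these are not counted as reversals of the result. Some medians inside that range changed sign as well, such as that of the thalamus list without members of Tables S3 and S4 (0.05 in oe-circ and 0.02 in oe-pep). The receptor list in oe-circ was 0.0346 with a mean FPKM of at least 1, the neuropeptide list in oe-circ was 0.0269 and the Reactome peptide receptors in oe-pep were 0.0236 without members of Tables S3 and S4. With the mean in place of the median, 4 lists stood above the central 95% of random lists in oe-circ and 4 in oe-pep, and without members of Tables S3 and S4 3 lists stood below it in oe-pep. Reactome sets below this range numbered 1 in oe-circ and 0 in oe-pep with a mean FPKM of at least 1, 5 and 0 with the mean, 3 in oe-pep without a filter, and 0 and 0 without members of Tables S3 and S4, where 1 set each stood above it. Without mitochondrial genes, hemoglobin took 0.116%, 0.130% and 0.169% of the FPKM in the CUMS vehicle, oe-circ and oe-pep libraries, ribosomal protein genes 3.08%, 2.71% and 2.93%, and the 10 highest genes 5.04%, 5.37% and 6.54%. Among values of named genes, 492 stayed within their counting interval with a pseudocount of 1 and 71 did not.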

Differences from the paper's values

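The numbers of DEGs differ, and the thresholds are not the same, since the paper also required P below 0.05 and a count here rests on size alone. For oe-circ against the CUMS vehicle group, the paper reports 520 DEGs and 2004 genes passed 2-fold here. Its 136 up-regulated and 384 down-regulated genes stand beside 707 and 1297 here. With protein-coding genes alone the numbers here were 456, 148 and 308, within 1.5 times of the paper's. The other alternatives set before the data were examined, pseudocounts of 0.01 and 1, median-ratio scaling, a mean FPKM of at least 1 and no filter, did not bring these 3 numbers within that range.

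For oe-pep against the CUMS vehicle group, the paper reports 537 DEGs, 250 up-regulated and 287 down-regulated, and here 1912 genes passed 2-fold, 917 higher and 995 lower. With protein-coding genes alone, the total of 377 and the 189 higher genes were within 1.5 times of the paper's, and the 188 lower genes were not. No other alternative brought any of the 3 numbers within that range.

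The paper reports 117 DEGs shared by both comparisons, and here 880 genes passed 2-fold in both, those in opposite directions included. The number was 81 with a pseudocount of 1, 86 with a mean FPKM of at least 1 and 137 with protein-coding genes alone, all within 1.5 times of the paper's. The paper's lists are not limited to protein-coding genes, and 70 of its 117 are protein-coding, which 137 exceeds by more than 1.5 times. Of its Table S3, 327 genes for oe-circ and 309 for oe-pep are protein-coding, beside 456 and 377 here. Pseudocount 0.01, median-ratio scaling and no filter left the shared number outside that range.

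The paper describes the 117 genes as co-regulated by both. By the log2 fold changes in the paper's own tables, 85 were lower and 30 higher in both, and 2, Gm14434 and Ccl21c, went in opposite directions.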

Other observations

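Genes of autophagy and of AMPK and mTOR signaling, which the paper follows at the protein level, showed no change beyond 2-fold in RNA. Of 45 autophagy genes, 0 passed 2-fold in either overexpression library (median log2 fold change 0.05 in oe-circ and −0.00 in oe-pep), and of 41 genes of AMPK and mTOR signaling, 0 did so (0.03 and 0.02). Sqstm1, which encodes p62, had an FPKM of 138 in the CUMS vehicle library, 138 in the oe-circ library and 137 in the oe-pep library, and Mtor had 11.8, 11.4 and 11.3. Ulk1 had 15.1, 15.7 and 16.2, Becn1 9.86, 10.2 and 9.74, Map1lc3b 28.1, 29.8 and 28.8, Prkaa1 6.92, 6.85 and 6.11, and Prkaa2 6.50, 7.59 and 6.64. These RNA values measure neither phosphorylation nor the amounts of p62 and BECN1 protein or the forms and puncta of LC3B that the paper followed. The Reactome set of mTOR signalling had medians of 0.04 and 0.03, and the 26 lysosome genes 0.04 and −0.03. Of 24 glucocorticoid response genes, 1 passed 2-fold upward in each library (medians 0.16 and 0.12, percentiles 99.97 and 99.83), and Nr3c1, the glucocorticoid receptor gene, had 15.7, 18.9 and 18.2. The 20 immediate early genes had a median of 0.10 in the oe-pep library (percentile 99.83), and the FPKM of Arc was 56.6, 74.0 and 67.4. Actb, a common reference gene, had 315, 301 and 299.

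Among cell type lists, the oligodendrocyte genes had a median of −0.21 in the oe-circ library, opposite to the oe-pep library, and oligodendrocyte precursors −0.22 and −0.02 in oe-circ and oe-pep. Microglia genes had −0.13 in oe-circ and −0.17 in oe-pep, astrocytes −0.00 and 0.07, vascular cells 0.01 and 0.00, and cortical interneurons −0.05 and −0.17, with 5 and 1 of 37 interneuron genes more than 2-fold lower. Excitatory cortical neurons had 0.02 in oe-pep and meninges 0.12. Olfactory bulb genes had −0.33 and −0.09 and thalamus genes −0.00 and −0.02. Interferon response genes had 0.07 and 0.08, synaptic genes 0.11 and −0.03, glycolysis genes 0.03 and −0.08, and genes of the mitochondrial genome −0.06 and −0.01. Motile cilia genes had 0.06, choroid plexus genes 0.14 and blood genes 0.15 in oe-circ. Of these lists, oligodendrocytes, oligodendrocyte precursors and olfactory bulb genes in oe-circ, microglia in both and interneurons in oe-pep stood below the central 95% of matched random lists, and synaptic and blood genes in oe-circ and astrocytes in oe-pep above it. The Reactome glycolysis set had 0.00 and −0.04. Directly compared, the oe-circ library had 870 genes more than 2-fold higher and 1265 lower than the oe-pep library, where simulations of unchanged libraries gave a mean of 602 and 629 by counting error alone and 828 and 863 with an assumed variation of 20%. The 870 lie within the range of the latter simulations (763 to 904) and the 1265 above theirs (779 to 943). With a mean of at least 20 reads, 48 were higher and 134 lower, against 3.89 and 4.99 by counting error alone and 153 and 159 with the assumed variation, which neither exceeds. The 48 lie below the range of the latter simulations (120 to 184) and the 134 within theirs (116 to 204). The assumed 20% is thus more variation than the higher genes show, while the number of lower genes cannot be told apart from it.

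In Table S3 the paper's adjusted P was below 0.05 for 45 genes of the oe-circ comparison, 38 of them lower, and for 13 of 537 in the oe-pep comparison, 9 of them lower. For Drd3 the paper's adjusted P was 0.0424 and 0.257. Fewer than 20 reads in both libraries lay behind 43.2% of the genes listed for oe-circ and 58.7% of those for oe-pep.

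The DRD3 primers printed in the methods are the same sequence of 21 bases, which matched 2 Drd3 transcripts as written and no transcript as reverse complement. The first GAPDH primer matched transcripts of 86 genes and the second, as reverse complement, of 8, Gapdh included in both.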
